# A memory transcriptome time course reveals essential long-term memory transcription factors

**DOI:** 10.1038/s41467-025-64379-x

**Published:** 2025-10-29

**Authors:** Spencer G. Jones, Beatriz Gil-Martí, Eva Sacristán-Horcajada, Abigail C. Edison, Emily F. Butler, Neda Miandashti, Camilla Roselli, Enrique Turiégano, Tamara Boto, Jamie M. Kramer, Francisco A. Martin

**Keywords:** Consolidation, Long-term memory, RNA sequencing

## Abstract

Long-term memory (LTM) requires transcription and translation of new proteins, yet the transcriptional control of memory remains poorly understood. Here, we performed a transcriptome time-course during LTM formation in *Drosophila melanogaster* exposed to courtship conditioning. We identified a mushroom body-specific transcriptional memory trace that becomes activated during memory consolidation. Using scRNAseq of CREB-activated cells we were able to detect a persistent transcriptional response in MB neurons after LTM consolidation and retrieval. As a proof of causality, we conducted a loss-of-function screen for genes comprising the transcriptional memory trace, finding 16 positive hits whose disruption impaired LTM. Among them, we identified two neuron activity-regulated genes, *Hr38* and *sr*, which encode transcription factors that are activated by courtship LTM training, required for LTM, and bind to many genes comprising the transcriptional memory trace. Overall, we further define the transcriptional response to LTM and identify transcription factors that may help shape it.

## Abstract (web summary)

Gene expression programs underlying memory are not well understood in Drosophila. Here, authors use mushroom body-specific RNA sequencing to characterize the transcriptional trace of long-term memory and key TFs that may regulate it.

## Introduction

Across several different species and memory paradigms, it has been shown that consolidation of short-term memory (STM) into long-term memory (LTM) requires activated gene transcription and translation of new proteins^1–3^. Early work in sea slugs and flies implicated cAMP signaling and the cAMP response element binding protein (CREB) in the formation of stable memories^4–10^. CREB is a transcription factor that is thought to trigger a wave of neuron activity-regulated genes (ARGs), which includes immediate-early genes (IEGs), activated at the onset of memory formation^11,12^. These IEGs in turn are predicted to regulate the expression of downstream secondary response genes that help mediate LTM formation^13,14^.

*Drosophila melanogaster* has long been used as a model to study the molecular mechanisms underlying memory. The mushroom body (MB) is the memory center of the fly brain^15–18^. MB ablation eliminates different types of learning and memory, without a drastic effect on other behaviors^17,19^. The MB is composed of three different types of Kenyon cells, the α/β, α’/β’, and γ neurons^18^. Several studies have shown that blocking translation, or disrupting CrebB transcriptional activity in the MB, or MB output neurons, leads to loss of LTM^20–24^. This suggests that transcription is essential for memory formation in flies, but our understanding of the memory-induced transcriptome is quite limited. In contrast to mammalian systems, where memory IEGs such as *Arc* and *cFos* are well defined^12^, no IEG involved in memory formation in flies has been identified. Several studies have performed transcriptome profiling of whole fly heads or MB neurons after memory training, which resulted in the identification of some genes that are induced by memory and required for memory formation^25–32^. Despite this progress, there is little overlap observed between the different datasets. In addition, studies focused on detailed transcriptional profiling of individual experience-induced cells are scarce. Clearly, a more comprehensive analysis of the memory transcriptome is needed.

Here, we performed a time course analysis of the MB memory transcriptome, tracking gene expression during courtship conditioning, a complex learning and memory paradigm that is dependent on a recurrently activated circuit involving MB neurons^17,33–38^. In this assay, male flies are trained by prolonged exposure to a non-receptive mated female, who rejects copulation attempts. As a result, male flies learn to suppress courtship behavior during subsequent encounters with mated females^39,40^. We contrasted the MB training induced transcriptome to the whole head (WH) and identified a MB-specific transcriptional trace of courtship LTM that is active during training and LTM consolidation. We then employed scRNAseq to determine the persistent transcriptional response to LTM formation in a subset of MB neurons with activated CREB. Among the genes induced by courtship LTM training, we performed functional testing to identify 16 genes required for LTM, including two candidate memory ARGs, *Hormone receptor-like in 38* (*Hr38*) and *stripe* (*sr*). Overall, this study reveals key processes that are transcriptionally induced in the MB during courtship conditioning and identifies key transcription factors that may shape the MB transcriptional trace of LTM.

## Results

### A MB-specific transcriptional trace of courtship LTM

To better understand the role of gene activation in courtship LTM, we performed a transcriptome time course analysis of flies exposed to courtship LTM training and time-of-day matched naïve flies. To focus on a relevant memory cell type, we isolated nuclei from the MB using isolation of nuclei from a tagged cell type (INTACT)^27,41^ and performed RNA-sequencing at eight time-points; three during the 7-h training period, and five after training (Fig. 1A). In parallel, we also sequenced RNA from WH nuclei. MB nuclei were tagged by expression of *5XUAS-unc84::GFP* with the *R14H06-Gal4* driver. As shown previously^27,42^, this Gal4 line is highly specific for Kenyon cells (KCs), with only sparse and weak labeling of non-KCs (Fig. S1A). By comparing RNAseq data from WH and MB nuclei, we observed high enrichment of MB markers, and depletion of non-MB genes (Fig. S1B), suggesting that this protocol was effective at enriching for MB nuclei. To identify genes that were transcriptionally regulated in response to LTM training, differential expression analysis was performed for both MB and WH fractions by comparing trained flies with time-of-day matched naïve flies at six different time-points: 1 h and 7 h during training (DT), and 1 h, 7 h, 13 h and 19 h after training (AT) (Fig. 1A). Differentially expressed transcripts (FDR < 0.1) between naïve and trained conditions were classified as either training induced genes (TIGs) or training repressed genes (TRGs) if transcript levels increased or decreased, respectively, at any one of the time-points.

**Fig. 1:**
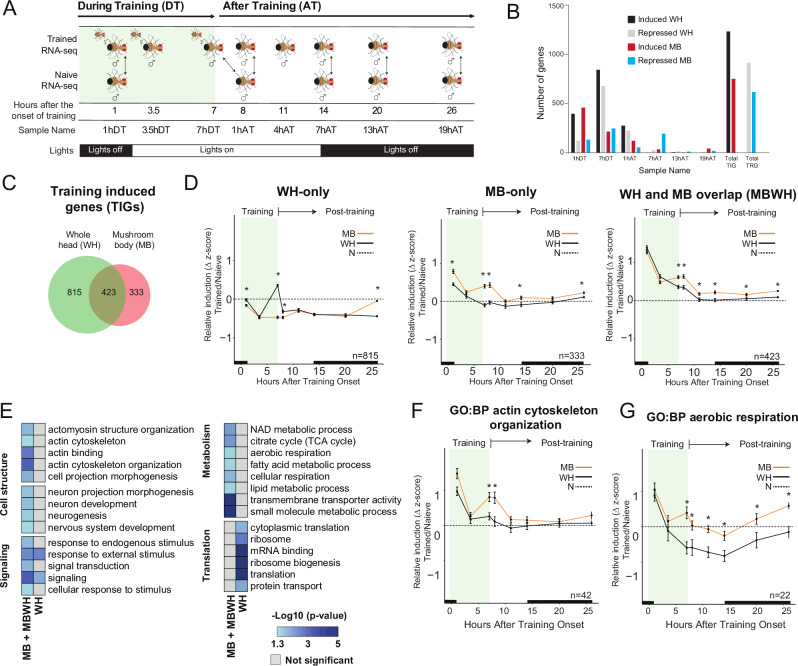
Time course of courtship LTM shows a MB-specific transcriptional trace. **A** Schematic of courtship training and sample collection approach for both trained and naïve flies. Arrows represent trained-naïve comparisons used in downstream differential expression analysis. **B** Differential expression analysis results, separated by upregulation or downregulation and by mushroom body (MB) or whole head (WH), for each trained-naïve comparison (FDR < 0.1). **C** Venn diagram of training induced genes (TIGs) identified in WH and MB. **D** Relative z-score induction during LTM formation in MB (orange) or WH (black) above naïve (N) baseline (dashed line) for TIGs identified only in the WH, only in the MB, or in both the WH and MB (MBWH). Statistical comparison between MB and WH was performed with a two-tailed *t*-test (*p < 0.05). The black bar indicates nighttime. **E** Gene ontology analysis was performed for TIGs identified as part of the MB specific courtship memory trace (MB and MBWH, *n* = 756), as well as TIGs identified only in the WH (*n* = 815). A selection of significant (FDR < 0.05) curated metabolism, signaling, translation and cytoskeleton-associated terms are displayed. −Log_10_ (*p* value) is represented in a heatmap. Relative z-score induction during LTM formation in MB or WH above naïve baseline for TIGs annotated to the selected significantly enriched GO terms **F** “actin cytoskeleton organization” and **G** “aerobic respiration”. Statistical comparison between MB and WH was performed with a two-tailed *t*-test (*p < 0.05). The black bar indicates nighttime. Error bars indicate the standard error of the mean (SEM).

Overall, more genes were found to be differentially regulated in the WH fraction (2066) compared to the MB (1256) (Fig. 1B, Supplementary Data 1 and 2). Among TIGs, 68% were exclusively affected during training, while 32% showed some regulation after training. Most gene expression changes after training were identified in the early stages at 1hAT and 7hAT, with very few genes showing altered expression at 13hAT and 19hAT (Fig. 1B).

We next divided TIGs into three groups: WH-specific TIGs (*n* = 815), MB-specific TIGs (*n* = 333), and TIGs found in both the MB and WH (MBWH, *n* = 423) (Fig. 1C and Supplementary Data 3). For each group, we plotted the average expression level normalized to the naïve baseline (Fig. 1D). As a group, WH-specific TIGs showed a strong induction above baseline near the end of the training period that was not observed in the MB. For MB-specific TIGs we observed high induction at the onset of training (1hDT), followed by reduced expression in the middle of training (3.5hDT) and reinduction at the end of training (7hDT) and 1 h after the end of training (1hAT) (Fig. 1D). In the MBWH group, we observed a strong induction over baseline at the onset of training in both MB and WH samples, but in the MB, these genes became reinduced again at the end of training and remained significantly more induced than in WH during the early post training period (Fig. 1D). Therefore, both the MB-specific and MBWH TIGs appear to represent a MB-specific transcriptional trace of courtship LTM, with activated expression specifically in the MB at the end of training, and post-training, when memory consolidation is thought to be occurring.

We next analyzed the functions of genes involved in the MB-specific courtship memory trace, including all TIGs in the MBWH and MB groups (*n* = 756). We conducted Gene Ontology (GO) enrichment analysis on MBWH + MB and the WH groups separately and looked for terms that were only enriched in MBWH + MB (Fig. 1E and Supplementary Data 3). This analysis revealed enriched GO terms that were relevant to the cellular corelates of LTM. For example, we observed enrichment of several actin cytoskeleton-related terms, including actin cytoskeleton organization (GO: Biological Process), which is important for synapse remodeling during memory formation^43^. TIGs annotated with this term showed clear increased induction late- and post-training in MB compared to WH samples (Fig. 1F). Individual actin-related genes show different dynamics of induction, for example the filamin ortholog *cheerio* is highly induced for the duration of training, while the actin binding protein *Arpc2* is only induced 1hAT (Fig. S2).

MB-specific energy metabolism via the TCA cycle is crucial for LTM, and not STM, in multiple *Drosophila* memory paradigms, including courtship LTM^44^ and aversive olfactory LTM^45^. After memory training the MB goes through a period of high pyruvate flux through the TCA. Increasing the ability of MB neurons to process pyruvate through the TCA allowed LTM consolidation to occur more easily, suggesting that ATP generation is a critical trigger for LTM formation^45^. Interestingly, we found enrichment of terms related to these processes in the MBWH + MB gene set, including aerobic respiration (GO: Biological Processes) (Fig. 1E). These genes showed prolonged increased induction during the late training and post training phase of courtship conditioning in the MB compared to WH (Fig. 1G). This can be observed in individual gene plots, for example for the TCA cycle component mitochondrial aconitase 1 (mAcon1) and the electron transport chain component succinate dehydrogenase, subunit A (SdhA) (Fig. S2). These genes were induced over naïve at the start of training in MB and WH. Thereafter, expression was reduced in the WH to below naïve levels and reinduced in the MB. This observation correlates with the increased metabolic demand the MB experiences during memory consolidation^45^.

Taken together, our courtship LTM transcriptome time course analysis reveals a MB-specific transcriptional memory trace in the late stages of training and the early post-training period when memory consolidation is occurring. This memory trace is enriched for genes involved in the cellular correlates of LTM. Many of these genes are broadly activated in the MB and WH during the early training stages, with MB-specific re-induction occurring later towards the end of training, and post-training.

### Post-training requirement of translation for courtship LTM

Many components of the translation machinery were identified among TIGs and TRGs in both WH and MB (Supplementary Data 1 and 2). Since translation is essential for LTM, we examined the expression of all genes annotated for “ribosome” (GO: Cellular Component) and “translation factors” (WikiPathways). In naïve MBs, these genes fluctuate in concordance with circadian activity rhythms showing a peak of expression precisely at the day to night transition and a low point of expression during the mid-day siesta (Fig. 2A). In trained flies, this pattern is completely disrupted. Translation genes are not reduced in expression during mid-day. Instead, they maintain a more consistent expression level during the day, while training is occurring, and after training during the consolidation period, with a peak in expression at 4hAT (Fig. 2A). Examples of expression profiles for specific translation initiation factors (eIF3b, eIF1A) and ribosomal proteins (RpS21, RpS9) are shown in Fig. S2. Translation is one of the essential processes that is crucial for LTM formation in many paradigms^4,6^, but the requirement for translation in courtship LTM has not been previously tested. We inhibited protein synthesis by feeding wild type flies media containing cycloheximide (CXM) beginning 1 day prior to STM or LTM training, and tested memory ability. Flies fed CXM were able to form STM, but not LTM (Fig. 2B–D). Flies that were removed from CXM media at the end of training, therefore allowing for translation to resume during the post training consolidation period, showed normal LTM (Fig. 2B–D). Taken together, this suggests that translation is required for courtship LTM, with translation occurring during the post-training period being the most critical for normal LTM formation.

**Fig. 2:**
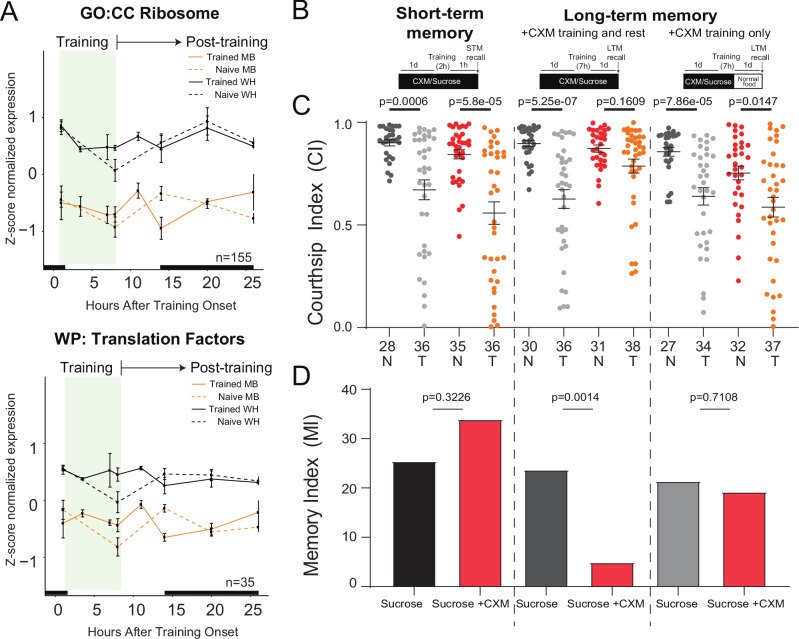
Post training translation is required for courtship LTM. **A** Mean z-score normalized expression in the MB or WH in naïve and trained flies of all expressed genes annotated to the GO:CC term ribosome (*n* = 155) or the WikiPathways term translation factors (*n* = 35). Black bars indicate nighttime. **B** Schematic diagrams of cycloheximide (CXM) feeding protocol. **C** Dot plot showing courtship indices (Cis) for naïve (N) and trained (T) flies. Statistical significance between naïve and trained flies was determined using a two-tailed Mann-Whitney test, *p* values are indicated. Number of flies tested for each condition is shown under corresponding dot plot. **D** Bar graph showing corresponding memory index (MI) derived from the CI (see “Methods”). *P* values were determined using a two-tailed randomization test with 10,000 bootstrap replicates. All error bars indicate the SEM. Source data are provided as a Source Data file.

### Altered expression of memory signaling genes during LTM formation

Previously, in two independent studies, we identified MB-specific induction of synaptic signaling genes in response to courtship LTM training at 1 h after the end of a 7 h training period^27,44^. 

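One of these earlier studies is taken here to be the source of the deposited INTACT-RNAseq libraries of MB nuclei analysed below, because its conditions match and because of the gene list check described with the results. The paper's text does not name the deposited series. The libraries comprise 4 trained and 4 naïve control libraries, and 4 trained and 3 naïve libraries of flies with knockdown of trithorax (trx-KD). The paper discusses the comparison of trained and naïve flies, and the trx-KD libraries are reported only after the article. The labels give the genotype, the treatment and a replicate number but no time, so the 7 h of training and the 1 h after training are the paper's. The authors deposited the number of reads counted on each gene in each library, without normalization. The aligner, the counting method and the genome build are not stated for these files. The trained control libraries held 16404201 to 24368663 counts on genes and the naïve control libraries 14154045 to 26468486. The transcript of the transgenic nuclear tag, listed with the genes, took 0.470% to 0.681% of the counts of the control libraries and was left out. Genes with enough counts in at least one group (edgeR's filterByExpr) were tested with edgeR's quasi-likelihood test after TMM normalization, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1, the threshold that the paper uses for TIGs. Expression is given as CPM after TMM normalization, with the SD over libraries.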

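In the trained control libraries, 405 of 9255 genes tested differed from the naïve control libraries at an adjusted p under 0.1, with 95 higher and 310 lower. At an adjusted p under 0.05, 277 genes differed. One library decided much of this count. Without naïve control replicate 4, 711 genes differed and 223 were higher, and with any other single library left out the number of higher genes lay between 47 and 88. Supplementary Data 4 lists the genes induced in the earlier study. All of them were tested and all had a higher estimate in the trained controls, with an unadjusted p under 0.05 for each, a median log2 fold change of 0.27 and a lowest value of 0.11. Of these listed genes, 86 passed the adjusted threshold and 68 did not. Since the list was drawn from an experiment taken to be this one, its recovery checks the identity of the data and is not independent evidence. Among genes with a mean log2 CPM of at least 3 and no overlap between groups, Ets21C (FBgn0005660) rose the most, from 4.26 ± 1.41 CPM in naïve controls to 12.1 ± 4.17 CPM in trained controls (SD, n = 4 per group), with a log2 fold change of 1.50 (standard error 0.27, adjusted p = 0.0101 from edgeR's quasi-likelihood test). The gene tobi (FBgn0261575) fell the most, from 198 ± 12.2 to 37.6 ± 4.2 CPM, with a log2 fold change of -2.40 (standard error 0.08, adjusted p = 4.49e-08 from the same test).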

We also observed enrichment of signaling genes among TIGs comprising the MB-specific memory trace (Fig. 1E). 

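The 95 genes higher in the trained controls were compared with the lists in Supplementary Data 4, which give the TIGs at 7hDT or 1hAT and the genes from the other earlier study. Of the time-course TIGs, 288 could be matched to a gene in the files, and all 288 were among the 9255 genes tested. Of the 95 induced genes, 37 were time-course TIGs, where 2.96 would be shared by chance. This is a 12.5-fold enrichment (one-sided Fisher's exact test against the genes tested, p = 1.12e-31). With 15 of the 95 genes, the overlap with the genes of the other study was smaller, a 4.94-fold enrichment over 3.04 by chance (Fisher's exact test, p = 2.89e-07). With naïve control replicate 4 left out, 42 of 223 induced genes overlapped with that list, and the time-course overlap was 47 genes with a 6.83-fold enrichment. Against every gene in the files instead of the genes tested, the enrichments were 23.7-fold (p = 1.17e-41) and 9.37-fold (p = 5.82e-11) by Fisher's exact test. A narrower filter, modelled on the paper's minimum of 150 normalized counts, lowered them to 9.16-fold and 3.56-fold (Fisher's exact test, p = 1.15e-25 and 1.5e-05).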

We compared TIGs identified at the end of training (7hDT) and 1 h after the end of training (1hAT) (Supplementary Data 2) and found significant overlap with the published datasets, including 68 core TIGs identified in at least 2 of 3 studies (Fig. 3A and Supplementary Data 4). As a group, these core TIGs show consistent significant induction across all three datasets (Fig. 3B) and are enriched for GO-terms related to memory, including synaptic signaling, G protein-coupled receptor signaling, and cAMP-mediated signaling (Fig. 3C). 

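In the control libraries, 62 of the 68 core TIGs had a higher estimate in trained flies, with a median log2 fold change of 0.27, and 39 passed an adjusted p under 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Adjusted over the list alone, 57 were higher, but 54 of the 68 are in the published list of genes chosen on these libraries, so this count is not independent evidence. As a group, the 68 genes were shifted upward relative to the other genes (limma's camera test with a preset correlation of 0.01, p = 1.72e-32). The shift held with limma's fry test (p = 8.95e-06) and with an estimated correlation between genes (p = 5.60e-04). The mean z-score of the 68 genes, computed per library from log2 CPM, was 0.679 ± 0.143 in trained and -0.679 ± 0.262 in naïve controls (SD, n = 4 libraries per group). The choice of these 54 genes also bears on the group tests. All 4 trained libraries lay above all 4 naïve libraries (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). The difference of 1.36 lay between 1.28 and 1.43 with each library left out in turn. From the z-scores of the core TIGs in the datasets (Fig. 3B), the paper states that these genes are induced as a group in each of them. Data of the other datasets in that panel were not analysed here.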

Interestingly, genes that are annotated for G protein- and cAMP-related signaling pathways fluctuate in naïve MBs in accordance with circadian activity rhythms (Fig. 3D). Like the translation genes (Fig. 2A), expression is high in naïve MBs at the day-night transitions when activity is high, and low in the middle of the dark or light period when activity is low (Fig. 3D). During LTM training these genes maintain their expression, which persists above naïve levels until the end of training or 1 h AT (Fig. 3D). A similar trend is observed in the WH data; however, the day-night cycling of these genes is not observed in WH, and the overall expression is much lower in WH than in the MB. Examples of expression profiles for cAMP signaling genes, including *Adenylate cyclase 1* (*Adcy1*, formerly known as *rutabaga*), *Dop1R2*, and *Pka-C1*, are shown (Fig. S2). Overall, these data suggest that courtship LTM training results in maintenance of memory signaling gene expression over time, in contrast to naïve flies, where expression levels fluctuate in the MB over time in a manner that correlates with daily activity rhythms and light.

**Fig. 3:**
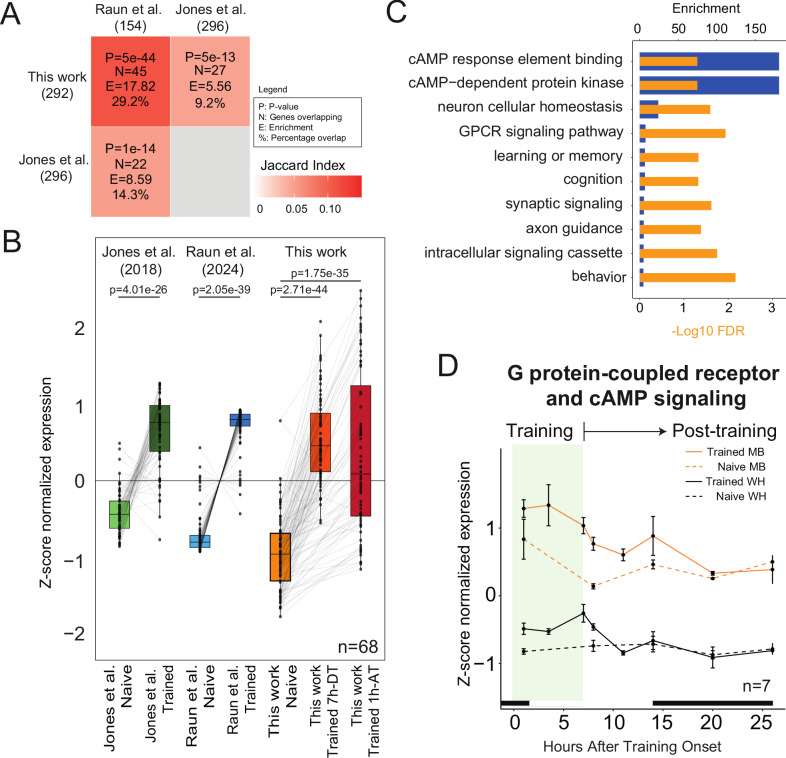
Induction of memory signaling genes during LTM consolidation. **A** Heatmap indicating pairwise overlap between genes significantly induced in the MB at 7hDT or 1hAT in this time course with MB training-induced genes identified in other previously published datasets^27,44^ Overlap statistics on each tile connecting two datasets indicate hypergeometric *p* value for the enrichment, the number of overlapping genes, fold enrichment, and percentage of overlap. **B** Boxplot displaying z-score normalized expression of 68 core TIGs found in two of three datasets. *P* values were calculated using a two-sided pairwise *t*-test. Boxes: 25–75th percentile; center line median; whiskers Tukey (±1.5 × Interquartile Range). **C** Significant GO terms (FDR < 0.05) for the 68 core TIGs. **D** Mean z-score normalized expression of core TIGs annotated to GO terms related to G protein-coupled receptor signaling and/or cAMP signaling. Error bars indicate the SEM.

### Isolation of persistent memory engram cells

The current view of memory formation is that experience triggers the activation of an ensemble of neurons, called an engram, which undergoes a period of consolidation and memory storage. The same stimulus presented again reactivates a subset of this ensemble and induces memory retrieval^46^. Our time course analysis identified broad transcriptional changes occurring during learning and memory consolidation in the MB but did not identify long lasting transcriptional changes that are expected in engram cells (Fig. 1B). To identify CREB activated neurons in the MB that might represent an engram of courtship memory, we used the CAMEL tool, a MB-specific transgenic construct that responds to activated CREB with the production of GFP^47^ (Fig. 4A). The CAMEL tool mainly expresses in αβ and γ neurons, which is similar to the expression domain of *R14H06-Gal4* and includes the neuronal populations required for courtship LTM^35,36^. While CAMEL-positive non-MB neurons were detected by confocal microscopy, about 70% of CAMEL-positive cells were specifically MB cells (Fig. S3). Different behavioral paradigms, such as olfactory aversive conditioning or social interaction, increased the number of CAMEL-positive cells in the MB after training^47,48^. We quantified the number of CAMEL-positive neurons 24 h after courtship LTM training. Trained flies showed a significant increase in the number of CAMEL positive MB neurons compared to naïve flies. In contrast, flies with a strong hypomorphic mutation in *Adcy1*^49^ which disrupts LTM formation^3,9^ did not display a change in the number of CAMEL-positive MB neurons between trained and naïve individuals (Fig. 4B). We confirmed the functional relevance of CAMEL-labeled neurons by expressing the neuronal silencing tool TNT^G^ in CAMEL-positive neurons (*CAMEL>TNT*^*G*^), thus specifically blocking the neuronal outputs of CREB-induced MB neurons. At 24 h after training, we recorded and quantified the courtship behavior of *CAMEL>TNT*^*G*^ males and controls towards mated females. While control trained flies showed a reduction in their time of courtship when compared to control naïve animals, *TNT*^*G*^ expression in CAMEL neurons abolished this difference and impeded courtship LTM (Fig. 4C), as previously shown for olfactory aversive LTM^47^. Overall, these findings suggest that the CAMEL tool does label putative engram cells for courtship LTM.

**Fig. 4:**
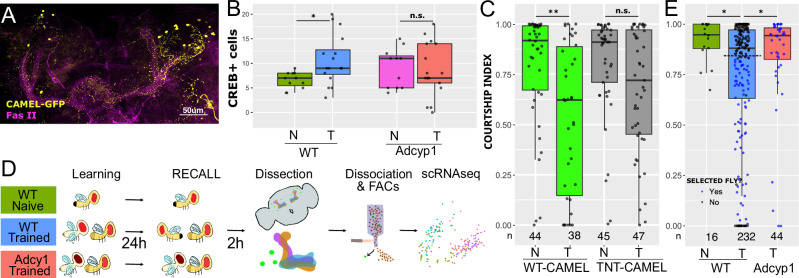
CAMEL-GFP neurons identify the memory engram cells. **A** Example of CAMEL-GFP (yellow) mushroom body co-stained with anti-Fasciclin II (magenta). Scale bar represents 50 μm. **B** Box plot showing CAMEL-GFP positive cells for naïve and trained flies of *wt* and *Adcy1* mutant backgrounds. Statistical significance was determined using a two-tailed *t*-test, *p* = 0.015 for *WT* Naïve (*WT-N;* *n* = 11) vs *WT* Trained (*WT-T;* *n* = 16), and *p* = 0.7572 for *Adcy1* Naïve (Adyc1-N; *n* = 11) vs *Adcy1* Trained (Adcy1-T; *n* = 17). Box: 25th-75th percentile, whiskers: full data range, line: median Source data are provided as a Source Data file. **C** Box plot showing courtship indices (CIs) for *CAMEL>eGFP* (WT CAMEL) and *CAMEL>TNT*^*G*^ for LTM assays 24 h after training. Statistical significance was determined using a two-tailed Mann-Whitney test *p* = 0.004 for WT CAMEL Naïve (WT-CAMEL N) vs WT CAMEL Trained (WT-CAMEL T), *p* = 0.214 for *TNT*^*G*^ CAMEL naïve (TNT-CAMEL N) vs *TNT*^*G*^ CAMEL Trained (TNT-CAMEL T). Number of flies tested for each condition is shown under corresponding dot plot. **D** Experimental scheme to isolate CAMEL positive MB neurons. Three experimental groups of flies were used: WT naïve (green), WT trained (blue) and *Adcy1* mutant trained (red). WT and *Adcy1* mutant trained animals were tested for 10 min, and 2 h later brains were dissected, dissociated, selected by FACs and sequenced (scRNAseq). **E** Box plot showing courtship indices (CIs) for the three experimental groups for LTM assays. Statistical significance was determined using a two-tailed Mann-Whitney test *p* = 0.0214 for WT Naïve vs WT Trained, *p* = 0.0459 for WT Trained vs *Adcy1* Trained, and *p* = 0.3395 for WT Naïve vs *Adcy1* Trained. Box: 25th-75th percentile, whiskers: full data range, line: median. Number of flies tested for each condition is shown under corresponding dot plot. Selected flies used for dissection and subsequent scRNAseq were shown as blue dots, with a Courtship Index below 0.72 or at least 3 unsuccessful courtship trials (threshold marked by a dotted line in the trained condition). Source data are provided as a Source Data file.

We performed FACS followed by single cell RNA-seq on CAMEL positive putative engram neurons under three experimental conditions: wild type trained (WTT), wild type non-trained (naïve), and trained *Adyc1* mutants (Fig. 4D). A fraction of WTT animals clearly showed reduced courtship behavior compared to *wild type* naïve flies and trained *Adyc1* mutants 24 h after training (Fig. 4E). For the WTT group, we selected only trained flies with effective memory recall, i.e., with diminished courtship towards a mated female (see Fig. 4E), discarding males with a null courtship index (CI). *Adcy1* mutant males also faced a mated female, with no selection afterwards. Two hours after testing (i.e., after memory reactivation, in the case of WTT), we dissected and dissociated 40–60 brains per condition, removing the optic lobes. CAMEL positive cells were isolated using FACS (Fig. 4D). The percentage of GFP positive cells identified by FACS was approximately double for WTT (0.24%) compared to naïve (0.12%) (Fig. S3D), as expected based on confocal imaging (compare Fig. 4B and Fig. S3). We performed deep scRNA-seq (Smartseq2) on CAMEL-positive cells from all three groups. After filtering and quality control, we obtained 48, 37 and 104 cells from brains of naïve, *Adcy1* mutant, and WTT flies, respectively.

### Identification of putative memory engram cells

Principal Components Analysis (PCA) of the transcriptomic profiles of CREB-activated MB neurons of WTT flies revealed two distinct clusters, named WTT-1 and WTT-2 (Fig. 5A). To understand the identity of these cells, we determined the expression of known general MB identity genes, such as *ey, Dop1R2*, O*amb, mub, dac* and *prt* (Fig. 5B and Fig. S4). These markers were expressed in most WTT-1 cells, but not in WTT-2. This suggests that the WTT-1 population likely represents CREB activated MB cells contributing to memory, while the WTT-2 population represents CREB activated non-MB cells. To understand the similarities of neurons from WTT flies with the other two experimental groups, we added cells from naïve (no training) and *Adcy1* mutant (ineffective training) flies to the PCA analysis (Fig. 5C). This distinguished five neuronal populations, clusters 1–5 (Fig. 5D). Visual representation of the most differentially expressed genes (DEGs) among the five clusters showed clear differentiating transcriptional signatures, although very similar between cluster 1 and 2 (Fig. 5E shows the top 10 DEGs and Fig. S5 shows the top 20 DEGs).

**Fig. 5:**
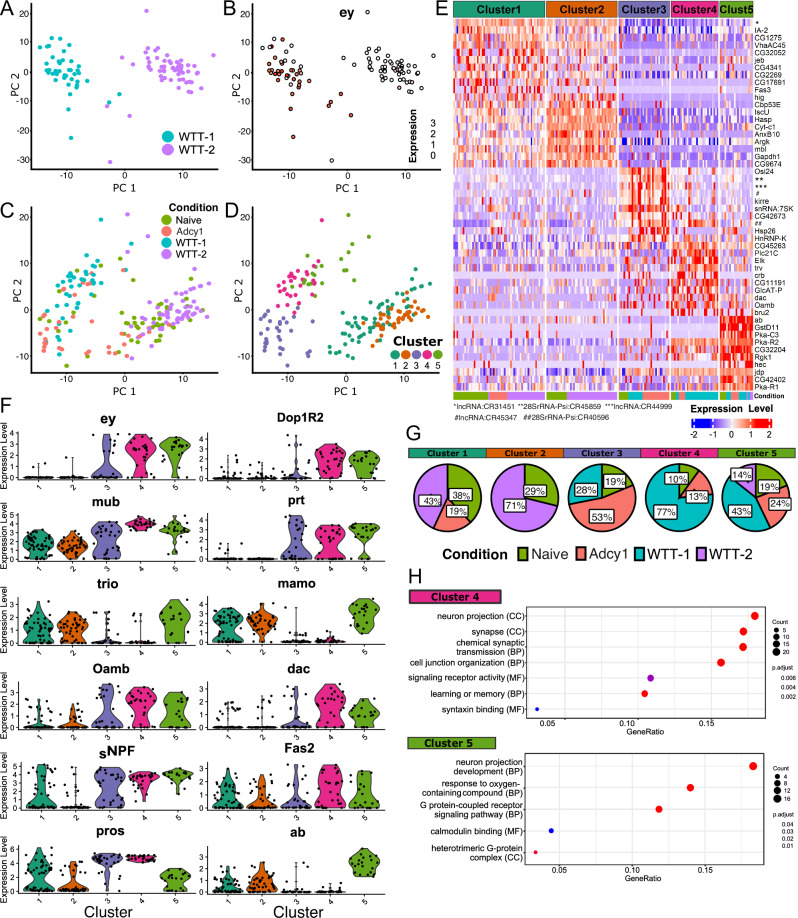
Analysis of scRNAseq data differentiates two memory related clusters. **A** Principal Component Analysis (PCA) of WT trained flies with successful retrieval (*K* = 25). WTT-1 and WTT-2 are shown in light blue and purple, respectively. Each dot represents a neuron. **B** *ey* expression (white to red scale) in the PCA of WT trained flies. **C** PCA revealing the experimental condition for each cell: trained (WTT-1 and WTT-2), naïve (green) and trained *Adcy1* (red). **D** The five clusters as defined by PCA (*K* = 15). **E** Composition of the five clusters by experimental conditions (naïve, *Adcy1*, WTT-1 and 2) by percentage. **F** Violin plots for general mushroom body and lobe marker genes for the five clusters. **G** Heatmap of the 10 most DEGs among the five clusters. The lower bar in the graph indicates the experimental condition for each sequenced neuron. **H** Most representative GO terms (FDR < 0.05) for the 4 and 5 clusters, indicating cell component (CC), biological processes (BP) and molecular function (MF).

Cluster 1 and 2 did not express general MB markers (*ey*, *Dop1R2, oamb, dac, mub*, and *prt)*, suggesting that these clusters represent CREB-activated non-MB cells (Fig. 5F). Regarding the cluster composition, Cluster 1–2 contained primarily neurons from naïve flies and cluster WTT-2 of trained animals (81% and 100%, respectively) (Fig. 5G). In contrast, MB neurons of the WTT-1 group were primarily seen in cluster 4 (77%) and cluster 5 (43%) (Fig. 5G), and most cells from these clusters did express general MB markers (Fig. 5F). Cluster 5 was comprised of cells from all conditions, but still the most represented cell population is WTT-1 (Fig. 5G). Cluster 3 was also comprised of cells from all conditions, but the majority (53%) belong to trained *Adcy1* mutant flies (Fig. 5G). Based on the expression of MB marker genes, such as *Oamb, mub and prt*, cluster 3 contained mostly MB cells (Fig. 5F). However, expression of other MB markers related to memory formation (such as *Dop1R2* and *dac*) was low. To assign cells to individual MB lobes, we examined the expression of several MB lobe marker genes^50^. Expression of the αβ and γ cell marker *sNPF* was seen in most cells of cluster 3–5 and absent in the majority of cells from cluster 1 and 2 (Fig. 5F). α’β’ and γ neurons express *trio* and *mamo*, which were highly expressed in Cluster 5. Clusters 1–2 also showed high levels of *trio* and *mamo* (Fig. 5F), which was expected, since these genes are not exclusively expressed in the MB^50^. The αβ marker *prospero* is highly expressed in cells of cluster 3–4, while the γ-specific marker *ab* is primarily expressed in cluster 5 (Fig. 5F). We also examined an additional set of 30 markers for different MB cell types^50^, which overall suggests that cluster 1–2, 3–4, and 5 have a transcriptional profile reflecting non-MB, αβ, and γ neurons, respectively (Fig. S4).

GO enrichment analysis of the most DEGs from Cluster 1 and 2 revealed enrichment of terms related to axons, synapses, calcium ion binding, GTPase activity, mitochondria, cellular respiration, and transmembrane transporter activity (Fig. S5 and Supplementary Data 5). These genes might reflect general neuron activity that would be expected in CREB activated cells. Cluster 3, mostly composed of *Adcy1* mutant cells, was enriched for ribosomal and endoplasmic reticulum components, as well as in genes related to ubiquitin and catabolic processes (Fig. S5 and Supplementary Data 5). Cluster 4, which is mostly composed of WTT-1 cells with αβ lobe identity, was enriched for the GO term ‘learning and memory’ as well as terms related to synaptic transmission (Fig. 5H and Supplementary Data 5). Cluster 5, which is enriched for WTT-1 cells from MB γ neurons, showed enrichment of terms related to memory signaling pathways, including “G protein-coupled receptor signaling” and “calmodulin binding”. Both clusters 4 and 5 are therefore transcriptionally enriched in processes classically associated with LTM formation (Fig. 5H and Supplementary Data 5).

We also looked at the expression of the 68 core TIGs that we identified as part of the transcriptional trace of memory consolidation at 1 h after courtship LTM training (Fig. 3). Cluster 3, which is composed mostly of MB cells from the memory deficient *Adcy1* mutant, showed low expression of the 68 TIGs. Non-MB clusters 1–2 displayed strong induction consistent with an activated-CREB response. Clusters 4–5, representing MB cells from trained animals, exhibited renewed expression indicative of maintenance in expression of learning and memory consolidation genes (Fig. S5).

### Identification of cell-type-independent memory genes

Our data suggests that the formation of Clusters 1–5 was driven by a combination of cell-type specific markers as well as components of the CREB-activated memory transcriptome that were not cell-type specific. To identify memory candidate genes independent of MB identity we removed 699 genes that showed enriched expression in the MB in our INTACT data (Supplementary Data 6 and Fig. S1) and other studies^50,51^. PCA analysis of the remaining genes revealed three clusters, A, B, and C (Fig. 6A). Cluster A was mainly formed by non-MB neurons from naïve and WTT-2, with 90% of cells derived from the previous Clusters 1 and 2 (Fig. 6B–D). Cluster B was mostly composed of αβ neurons from the *Adcy1* mutant (51%), with most cells derived from the previous cluster 3 (Fig. 6B–D). Cluster C was mostly composed of WTT-1 cells (63%), thus merging previous cluster 4 (αβ neurons) and 5 (γ neurons) (Fig. 6B–D). Again, all clusters contain some naïve and *Adcy1* mutant cells.

**Fig. 6:**
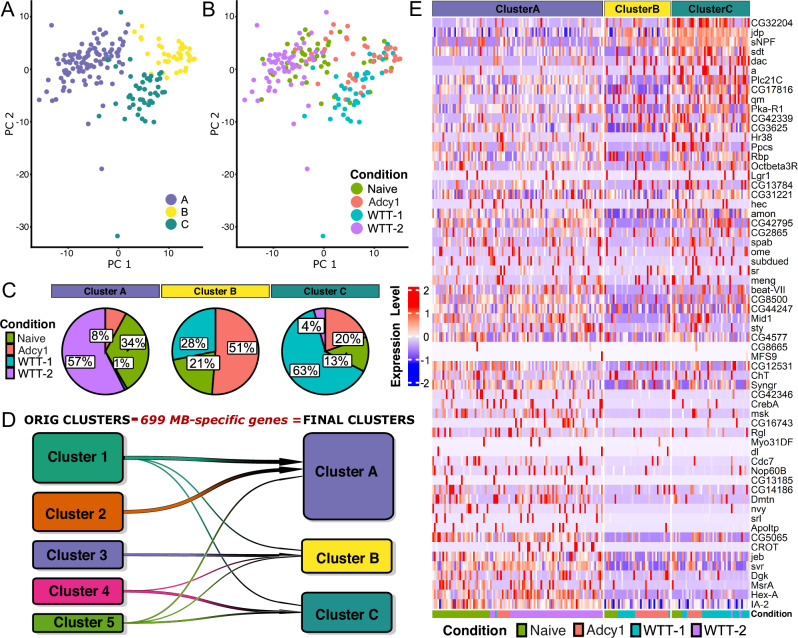
Removal of MB- and lobe-specific genes still identifies the putative memory-forming neuronal population. **A** The three clusters as defined by PCA (*K* = 25). Cluster A, B and C are marked in blue, yellow and green, respectively. **B** PCA revealing the experimental condition for each cell: WTT-1 (light blue), WTT-2 (purple), naïve (green) and *Adcy1* trained (red) conditions. **C** Percentage of cells belonging to each of the three clusters by experimental conditions. **D** Transition plot representing the equivalence between clusters 1–5 and clusters ABC. **E** Heatmap of the 68 core up-regulated TIGs after learning obtained by bulk RNAseq following courtship conditioning. Genes are ordered by their expression levels in cluster C.

Intriguingly, the GO terms enriched among the top DEGs of Clusters A and B were very similar, including enzyme binding, synapse organization, proteolysis, and cytoplasmic vesicle, in spite of the different neuronal identity (Fig. S6 and Supplementary Data 7). Cluster C showed enrichment primarily in genes related to energy metabolism, translation, neuron projection development, and chemical synaptic transmission, which were also all enriched terms identified clusters A and B (Fig. S6 and Supplementary Data 7). Despite common GO enrichment, the genes driving the enrichment are largely different between the three clusters, suggesting the possibility of alternate functional output (Fig. S6). Interestingly, processes such as energy metabolism, translation, and synaptic transmission were also identified to be enriched in the MB specific transcriptional trace of memory formation identified by INTACT (Fig. 1). Consistently, we observed high expression of the 68 core TIGs from memory consolidation in clusters A and C, but not B (Fig. 6E). To summarize, the new cluster C was mainly composed by MB αβ and γ WTT-1 cells of previous cluster 4 and 5, revealing candidate genes potentially relevant in memory processes, independent of MB cell identity.

### Loss-of-function screen of candidate genes

As a proof of causality, we compiled a list of candidate genes for functional testing. We first identified the 30 most DEGs among Clusters A, B and C (Fig. S7A). Among these, we selected genes that; (i) showed high expression levels in most of the individual neurons within each cluster, (ii) had a clear mammalian ortholog (at least a score of 4 via DIOPT v9.1 from Flybase), and (iii) had a *UAS-RNAi* line available from the Bloomington Stock *Drosophila* Center (Fig. S7 and Supplementary Data 8). Genes with known roles in memory (such as *pkc53E* and *Pde4*) or RNAi processing (such as *AGO1*), were discarded. We compiled a list of the highest expressed Cluster C genes that showed high expression in at least 50% of cells and selected additional candidate genes from this group (Fig. S7 and Supplementary Data 8). Since cells from all conditions (WTT, naïve, and *Adcy1* mutants) are present in cluster C, we also selected candidate genes that were highly expressed in more than 80% of WTT-1 neurons and in less than 20% of neurons from the other conditions, favoring uncharacterized genes (annotated with CG numbers) (Fig. S7 and Supplementary Data 8). Based on these criteria, we selected 7 genes from cluster A, 6 genes from cluster B, 18 genes from cluster C, and 10 genes from cluster C>80% WTT1. 

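The 7 candidate genes from INTACT-RNAseq in Fig. 7A are Hr38, sr, jeb, CG44247, CG32204, CG12531 and svr. All 7 had a higher mean in trained than in naïve control libraries, and 6 passed an adjusted p under 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper chose these genes as induced across the INTACT-RNAseq studies, taken to include this one, so these counts are not independent evidence. Hr38 (FBgn0014859, on chromosome 2L of BDGP6.54 from 20683462 to 20714588) encodes a nuclear receptor. It rose from 237 ± 23.2 to 387 ± 59.8 CPM (SD, n = 4 libraries per group), a log2 fold change of 0.71 (standard error 0.10, adjusted p = 0.00311). Expression of sr (FBgn0003499, on chromosome 3R from 18090803 to 18135583) rose from 138 ± 17.1 to 194 ± 8.84 CPM, a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.00746). Naïve control replicate 2 lay apart at 110 CPM, and without it the log2 fold change was 0.40. The log2 fold changes of jeb, CG44247 and svr were 0.45, 0.34 and 0.25, with adjusted p values of 0.00738, 0.0102 and 0.0257. For CG12531 the log2 fold change was 0.27 (adjusted p = 0.0802), and it passed the threshold in 2 of the 8 fits that each left out one library. For CG32204 the log2 fold change was 0.28 with an adjusted p of 0.113, above the threshold, and the groups overlapped. It passed the threshold in 3 of the 8 fits that left out one library and with DESeq2 (adjusted p = 0.0521). The genes CG32204, CG44247, Hr38 and svr overlap a gene on the other strand, sr overlaps 2 tRNA genes on its own strand, and the strand used in the counting is not stated.

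**Figure D1:**
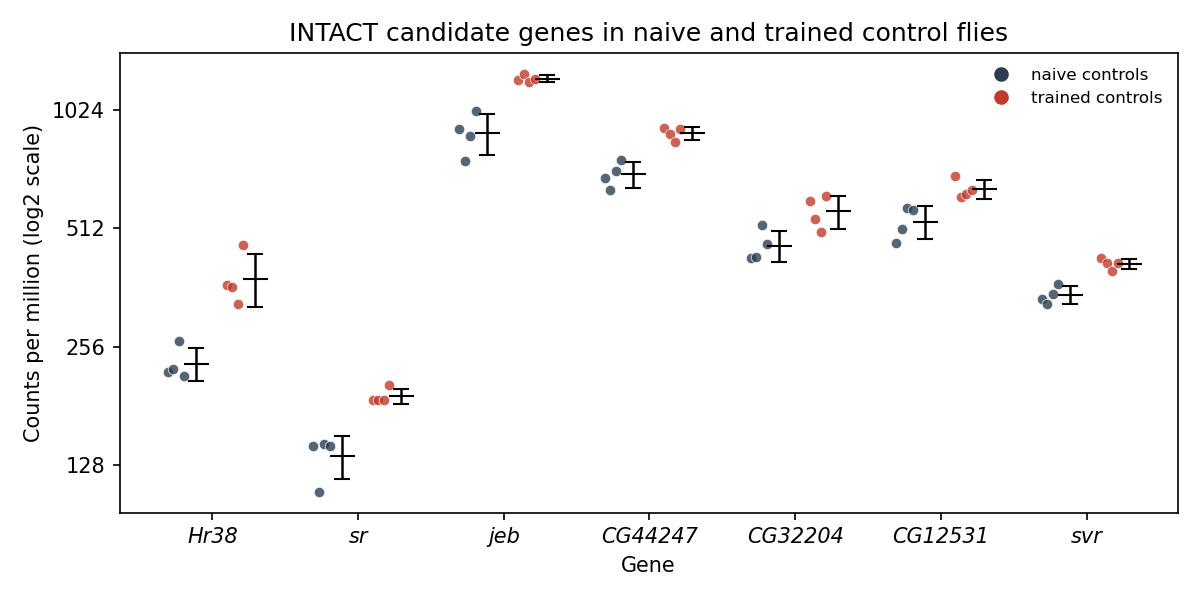
CPM of the 7 candidate genes in naïve (dark) and trained (red) control libraries, on a log2 axis. Points are single libraries, 4 per group, and bars are the mean and SD. For 6 genes no library of one group overlaps the other, and for CG32204 the groups overlap. Chance gives such a separation for 2.86% of genes, but this rate does not apply to genes chosen as induced in these data.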

Finally, we selected 7 genes that were consistently induced across different studies using INTACT-RNAseq (Fig. 3C), for a total of 48 candidate genes (Fig. 7A).

**Fig. 7:**
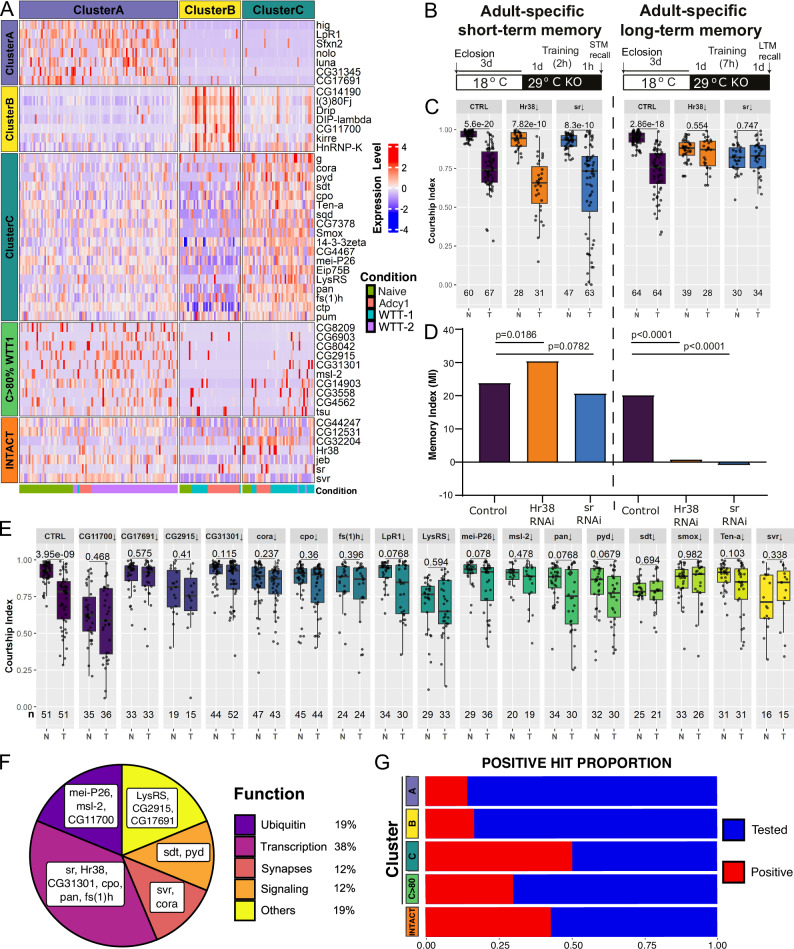
A functional screen identifies new genes governing courtship LTM. **A** Heatmap of the 48 candidate genes to be tested by courtship conditioning, from cluster A, B, C, C>80% WTT1 and INTACT RNAseq. **B** Schematic of approach for achieving adult-specific knockdown in the MB of *Hr38* and *sr*. AttP2 insertions from the TRiP collection and the genetic background control strain BDSC36303, were crossed to *tub-gal80*^*ts*^*; R14H06-gal4* and the progeny were raised at 18 °C and transferred to 29 °C 24 h before STM and LTM training. **C** Box plot showing courtship indices (CIs) for naïve (N) and trained (T) flies with MB-specific Hr38-RNAi, sr-RNAi, and the respective genetic background controls. Statistical significance between naïve and trained flies was determined using a two-tailed Mann-Whitney test. Box: 25th-75th percentile, whiskers: full data range, line: median. Number of flies tested for each condition is shown under corresponding box plot. **D** Bar graph showing corresponding memory index (MI) derived from the CI (see “Methods”) Statistical significance between MIs was determined using a two-tailed randomization test with 10,000 replicates. **E** Box plots showing courtship indices (CIs) for naïve (N) and trained (T) flies for candidate genes whose down-regulation in the MB abolishes LTM. A control example is shown. Statistical significance between naïve and trained flies was determined using a two-tailed Mann-Whitney test. Box: 25th-75th percentile, whiskers: full data range, line: median. Number of flies tested for each condition is shown under corresponding box plot. Source data are provided as a Source Data file. **F** Classification of positive hits according to function. **G** Percentage of positive hits versus tested candidate genes from each category of cluster (A, B, C and C>80% WTT1) as well as from INTACT RNAseq data.

To test the potential involvement of these candidate genes in courtship LTM, we performed a memory screen using *UAS-RNAi* lines under the control of specific MB-*Gal4* drivers expressed in αβ and γ lobes; either RH1406-Gal4, or MB247-Gal4 (Figs. S1 and S9). We combined them with either *UAS-dcr2*, to enhance RNAi effectiveness in the case of long hairpins vectors, or *tub-Gal80*^*ts*^, to avoid developmental effects (for specific details, see “Methods”, Fig. S8 and Supplementary Data 9). Long hairpin RNAi transgenes were not combined with *UAS-dcr2* for *tub-Gal80*^*ts*^ experiments, to avoid potentially confounding effects of high levels of *dcr2* expression at 29 °C. The positive hits from the screen are shown in Fig. 7B–E and the full set of experiments can be seen in Fig. S8. Control flies displayed normal LTM, with a significant decrease in courtship behavior in trained animals compared to naïve (Fig. 7B–E and Fig. S8). RNAi knockdown of 19 candidate genes abolished LTM, with no significant difference observed in courtship behavior between trained and naïve flies (Fig. 7C–E). To test if any memory defects were due to defective development of the MB, we stained the knocked-down MBs for each positive gene with TRIO and FasII antibodies, which label α’β’/γ and αβ/γ lobes, respectively. For three genes, *LpR1, Smox*, and *Teneurin-A*, we saw clear defects in morphology and therefore excluded them as candidate memory genes (Fig S9). The 16 positive hits without major structural alterations were classified according to their functions (Fig. 7F), which included signaling (MAPK-*CG7378*, WNT-*pan*), transcription (*Hr38, sr, cpo, fs(1)h*), ubiquitination (*CG2915, CG17691, CG11700)*, and synapses (*svr* and *coracle*). Among the tested genes, 50% from cluster C, 30% of cluster C>80% WTT-1, and 43% of tested core TIGs from INTACT RNAseq were confirmed as memory regulators (Fig. 7G). In contrast, only 14% of cluster A and 17% of cluster B genes were confirmed (Fig. 7G). Our RNAi approach may include false negative results due to insufficient knockdown, or false positives due to off-target effects. Nonetheless, the overrepresentation of positive genes from cluster C and from core TIGs, supports the idea that our transcriptome analyses have revealed novel memory genes participating in memory formation, storage, and possibly recall.

### Identification of Drosophila memory ARGs

Of the positive hits from our memory screen, two transcription factors, *Hr38* and *stripe* (*sr*), were previously identified as neuron activity induced genes^11,52^ and therefore represent candidate ARGs that may govern the transcriptional response to courtship LTM. When *Hr38* and *sr* RNAi were induced in the MB 1 day before training using Gal80^ts^, we observed defects only in LTM and not in STM compared to genetic background controls containing Gal4 and Gal80^ts^ alone (Fig. 7B–D). In contrast, when we performed knockdown starting 2 days prior to training we did observe STM defects for Hr38, but not Sr (Fig. S8I). This indicates that in the adult MB, Sr may have a very specific role in LTM. Hr38, on the other hand, seems to have a broader role, since a 2-day knockdown yielded STM and LTM defects. Two-day *Hr38* knockdown in the MB also caused reduced naïve courtship (Fig. S8I), consistent with a broader role for Hr38 in memory and social behavior^52^. Flies that were heterozygous for the Hr38 and Sr *UAS-RNAi* transgenes, with no Gal4 or Gal80, showed normal memory, demonstrating that defects are not induced by the temperature shift alone (Fig. S8J). While off target effects are possible with RNAi, the lines used here have no homology to other genes, and have shown no phenotype when expressed with several other tissue specific Gal4 drivers^53–60^, indicating a low probability of off target effects.

Memory ARGs are not well described for any *Drosophila* memory paradigm. We therefore compiled a list of known neuron activity-induced genes in *Drosophila* (*n* = 14)^11^, as well as fly orthologs of well characterized human neuron activity-induced genes, including *Arc1* (human *ARC*), *Jra* (human *JUN*)*, kayak* (human *FOS*)*, and Dysf* (human *NPAS4*). These 18 genes were examined for differential induction across the MB memory transcriptome time course and in our single cell clusters (Fig. 8A, B and S10). Hr38 and Sr stood out in our memory time course analysis compared to the other candidate ARGs because they were strongly and immediately induced at a much higher level in the MB than in WH (Fig. 8A, B). Indeed, *Hr38* and *sr* are among the strongest induced transcripts of the MB-specific TIGs (Supplementary Data 2). Transcript levels of *Hr38* and *sr* decline after 1hDT but remain significantly higher than in naïve MBs until 1hAT (Fig. 8A, B). We validated Hr38 and sr expression at 1hAT using MB INTACT followed by qPCR. *Hr38* and *sr* were clearly induced by LTM training (Fig. 8C), but not by STM training (Fig. 8D), further supporting a role in LTM for these TFs. *Hr38* was also clearly induced in the memory recall cluster 5 containing WTT-1 neurons (Fig. S5). In our cell-type-independent ABC clusters, the 16 candidate ARGs were most induced in cluster A, which is composed of non-MB CREB activated cells. However, a number of Cluster C cells also showed induction of some ARGs, including *Hr38* and *sr* (Fig. S10). Overall, these data suggest that the transcription factors *Hr38* and *sr*, known ARGs, may help to shape the transcriptional trace of courtship LTM.

**Fig. 8:**
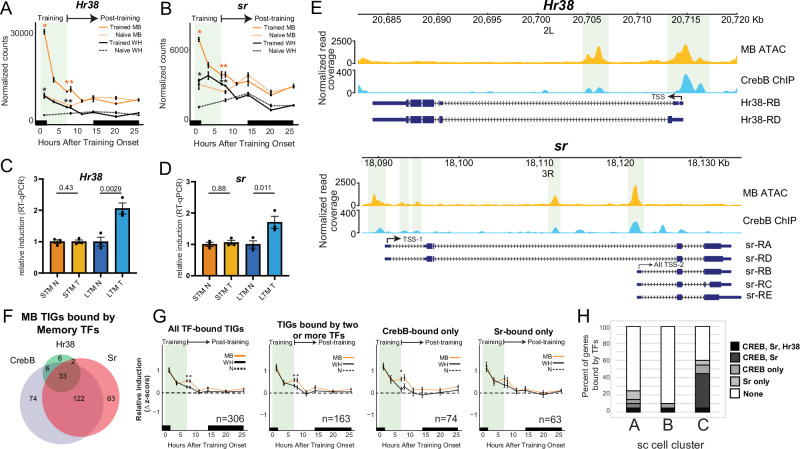
*Hr38* and *sr* bind MB-specific TIGs and are potential CrebB targets. Normalized transcript levels of **A** *Hr38* and **B** *sr*. Significance differences identified from differential expression analysis between trained and time-of-day matched naïve flies are indicated (*N* = 3, Wald’s test, *FDR < 0.1). Black bars indicate nighttime. Real-time quantitative PCR analysis of **C** *Hr38* and **D** *sr* induction after STM and LTM training. Statistical significance was determined using a two-tailed *t*-test, *N* = 3, *p* values are indicated. **E** *Hr38* and *sr* genomic tracks displaying MB chromatin accessibility (ATAC-seq—top panel), CrebB binding signal (ChIP-seq—middle panel), and transcript isoforms of *Hr38* and *sr* (bottom panel). Regions that overlap between CrebB binding signal and accessible MB chromatin are highlighted in light green. **F** Overlap of binding sites in regions of accessible MB chromatin for the transcription factors (TFs) Hr38, CrebB and Sr with training induced genes (TIGs) identified in the MB during LTM formation. **G** Relative z-score induction during LTM formation for all TF-bound MB TIGs, MB TIGs bound by two or more TFs, CrebB-bound only, or Sr-bound only. *P* values were determined using a two tailed *t*-test (*n* values are indicated, *p < 0.05). Black bars indicate nighttime. **H** Percentage of the top 20 genes from the clusters A, B and C that were bound by Hr38, CrebB, and/or Sr. All error bars indicate the standard error of the mean.

### Hr38 and Sr binding to TIGs and engram genes

To explore the potential mechanisms underlying courtship LTM training-induced gene expression, we analyzed chromatin structure using Assay for Transposase Accessible Chromatin followed by sequencing (ATAC-seq) on INTACT-isolated MB nuclei. Interestingly, both *Hr38* and *sr* show very high accessibility near, or directly surrounding their transcriptional start sites, much higher than the accessibility of even the most highly expressed MB genes (Fig. S11). The highly accessible chromatin landscape of *Hr38* and *sr* promoters in the MB could facilitate their immediate and robust induction following courtship LTM training. The CrebB transcription factor has been suggested to induce memory ARGs in other systems. Interestingly, we found that CrebB binding sites, obtained using publicly available whole embryo ChIP-seq data from the ENCODE data portal^61^, directly overlapped with MB-specific ATAC-seq peaks in the TSSs of *Hr38* and *sr* (Fig. 8E). The presence of CrebB binding at these MB accessible sites suggests that *Hr38* and *sr* could be direct targets of CrebB.

We next investigated whether the MB-specific transcriptional trace of courtship LTM could be mediated by Hr38, Sr, and/or CrebB. We identified Hr38, Sr and CrebB binding sites using publicly available whole organism (embryo or prepupa) ChIP-seq data^61^. Potential MB binding sites for Hr38, Sr and CrebB were identified by overlapping ChIP binding sites with MB-specific ATAC-seq peaks, which were highly consistent between two biological replicates (Fig. S11 and Supplementary Data 10). If experimentally identified ChIP binding sites from embryo or pupae are present at regions of MB open chromatin, it is very likely that these represent MB binding sites. It is possible that the MB has extra binding sites that are not detected in embryo, and these would be missed in our analysis. Therefore, our data may include false negatives, but our approach also has a strong advantage that it is not likely to produce false positives. Of the 756 MB TIGs that form the MB-specific courtship LTM trace, 306 were bound by either CrebB, Hr38, or Sr and more than half of these were bound by two or more of these TFs (Fig. 8F and Supplementary Data 11). This suggests a high level of redundancy in the activation of TIGs. Interestingly, the 306 TF-bound TIGs show late and post training activation that is significantly greater in the MB than in the WH (Fig. 8G). This MB-specific memory trace is observed when looking at all 306 TF bound TIGs and those bound by two or more TFs (*n* = 163), CrebB only (*n* = 74), or Sr only (*n* = 63) (Fig. 8G). In addition, we examined TF binding sites among the top 20 differentiating genes in Clusters A, B, and C, from our cell-type-independent scRNAseq analysis. Interestingly, Cluster C genes showed a higher frequency of TF binding, with the majority bound by Sr and CrebB (55%), compared to Cluster A (25%) and Cluster B (10%) (Fig. 8H). Overall, these findings suggest that CrebB, Hr38, and Sr may cooperate to activate expression of a MB-specific transcriptional trace of courtship LTM training that persists from early training, into memory recall.

### Overlap with other transcriptome datasets

Several studies have been performed in *Drosophila* that analyze the transcriptome of different neuronal tissues in response to memory and social interaction^25–31,44,62^. 

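Of the time-course TIGs listed at 1hAT, 124 could be tested in the control libraries, and 27 of them were among the 95 induced genes, a 21.2-fold enrichment over the 1.27 shared by chance (one-sided Fisher's exact test, p = 2.51e-29). Of the TIGs listed at 7hDT, 216 were tested and 30 were induced, a 13.5-fold enrichment (Fisher's exact test, p = 1.83e-26). Genes listed at both time points count in both comparisons. Of the 124 TIGs at 1hAT, 87 had a higher estimate in trained controls, with a median log2 fold change of 0.12, and of the 216 at 7hDT, 138 did, with a median of 0.06. Across all genes tested, 51.0% had a higher estimate in trained controls.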

We found a significant overlap of genes that were induced in two previous datasets produced in our laboratory compared to this study (Fig. 3), however, we wanted to compare more broadly. Winbush et al., looked at gene expression changes in the WH, 24 h after courtship LTM training^26^. Interestingly, a transcript specific analysis identified about 500 induced genes, which showed significant overlap with MB and WH TIGs identified here, including important memory genes such as *svr* and *PKA-R1* (Supplementary Data 12). Another study by Agrawal et al. compared gene expression changes in dopaminergic neurons (DANs) in group housed (GH) flies compared to solitary housed (SH)^62^. This social behavior paradigm partially mimics courtship conditioning since naïve flies which are housed alone are compared to trained flies that experienced a social interaction. Interestingly, we found many WH and MB TIGs that were differentially expressed in DANs (Supplementary Data 12). This included the ARGs *Hr38*, *sr*, and *CrebA*.

Other *Drosophila* memory transcriptome studies have focused on completely unrelated behavioral paradigms including aversive olfactory conditioning. Crocker et al. analyzed transcriptome changes occurring after olfactory memory training in several different neuronal subsets isolated by patch clamp pipetting^29^. While the total overlap of genes was low with this study, we did find several MB and WH TIGs overlapping with memory induced genes here including *Hr38*, *sr*, *svr*, and *sNPF* (Supplementary Data 12). Widmer et al. used targeted DamID to profile RNA polymerase II occupancy as a proxy for gene expression over 4 different time intervals spanning up to 72 h after training^28^. Again, several induced genes were also found among our MB and WH TIGs. Therefore, despite the use of memory assays that are very different from courtship conditioning, we still observe induction of some key memory genes across different studies.

We also looked at the expression of memory-induced genes from different studies in our single cell clusters. Many of these genes showed high expression levels in Cluster C, representing potential MB engram cells, but were especially enriched in Cluster A, representing non-MB CREB activated cells (Figs. S12 and S13). In contrast, activation was generally not as high in cluster B, mostly representative of *Adcy1* mutant cells.

## Discussion

In this study we performed a transcriptome time course analysis in memory neurons of the *Drosophila* MB, during courtship conditioning. This analysis revealed a transcriptional trace of memory consolidation that is active in the MB, and not the WH, near the end of the 7 h training period and after training, during the time when LTM consolidation is occurring. The memory trace is comprised of genes that contribute to known cellular processes underlying LTM, including actin cytoskeleton remodeling, energy metabolism, translation, and cAMP signaling. In addition, single cell RNAseq analysis identified a select population of CREB activated MB cells that showed a persistent transcriptional signature of memory formation. We showed that this neuronal population is required for courtship LTM and shares some common genes with the MB-specific transcriptional trace of early learning and memory consolidation. In a proof-of-causality screen we identified 16 genes required for memory. Among these genes, we identified two candidate memory ARGs for *Drosophila*, *Hr38* and *sr*. These genes are orthologs of mammalian IEGs, *NR4A2* and *EGR1*, which have been described to be important for learning and memory^63,64^ *Hr38* and *sr* have previously been characterized as ARGs induced during social interactions^52,62^, ethanol exposure^65^, and general induced neuronal activity^11^, but have not been characterized in the context of memory. Overall, this work significantly advances our knowledge of the transcriptional programs that are induced to facilitate LTM and identifies critical TFs that may control these programs.

In mammals, it is well established that neuronal activity induces a CREB-dependent transcriptional wave that, in turn, induces thousands of ARGs^66^. Among them are IEGs that are transiently expressed during LTM formation and are widely used to define cellular engrams^12,46^. In recent years there is evidence that IEGs vary depending on patterns of neuronal activity, stimuli, and cell type^67,68^. It has been proposed that information is sorted into different engrams that are determined by distinct IEGs, as demonstrated in mouse fear conditioning for two well-known IEGs^63,69^. This resembles what happens in *Drosophila*: the *c-fos* homolog *Kayak* was up-regulated in olfactory memory^70^, whereas in our study using courtship conditioning we only detected *Hr38* and *sr*. Many other known ARGs did not show up-regulation under our conditions, supporting the idea of specificity in ARGs and IEGs underlying different types of memory.

We compared our memory transcriptome dataset from courtship LTM training with previous studies performed in *Drosophila* that analyzed the transcriptome in response to social interaction and memory^25–31,44,62^. In the context of social interaction, Agrawal et al. identified expression changes in DANs for *Hr38 and sr* in GH flies compared to isolated flies^62^. They used targeted *Hr38* and *sr* RNAi to demonstrate that these ARGs were required in DANs for differential sleep behavior observed when flies are GH. Recently, social enrichment has been linked to memory formation^48^, suggesting an explanation for the overlap between genes induced by socialization, and courtship LTM training.

Interestingly, the expression of memory induced genes in our scRNAseq data was strongest with Winbush et al., a study that looked at memory induced genes 24 h after courtship conditioning^26^, very similar to the conditions from which we isolated CAMEL positive neurons. Winbush et al. identified many of the top DEGs from cluster 4–5 and C, as well as positive validated hits *pan* and *cpo*. Comparison with memory-transcriptome studies that used different memory paradigms rendered some common genes, such as *Hr38, svr* and *sr*^28,29^. However, despite the observed overlap between memory-induced genes identified here and in other studies, most genes are unique to a single dataset. These differences may be explained by several factors including the use of different memory paradigms, different tissues, and different gene expression analysis techniques. But even when conditions are similar, several factors may contribute to variability. 

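Of the 95 genes induced in the trained control libraries at an adjusted p under 0.1, 53 (55.8%) were in neither the time-course list nor the list of the other earlier study, and 10 were in both. Of these 95 genes, 9 were not in the published list for this dataset, and 6 of the 9 were in none of the 3 lists of Supplementary Data 4. The number of genes past the threshold depended on the test: with DESeq2 in place of edgeR, 140 genes were induced, and 43 of them were in the time-course list.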

First, all studies that we compared were done in different genetic backgrounds, and it is known that gene expression is sensitive to genetic background. Second, statistical power may vary between datasets for different genes leading to false negatives and positives. The number of biological replicates used and the variability between the replicates will affect the statistical significance of gene induction. Some genes may narrowly miss a threshold cutoff in one dataset. Indeed, we found that many genes that did not meet a statistical threshold for induction in all datasets, did show a trend toward induction in all (Fig. 3B). 

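The core TIGs can be divided by the published list for the dataset analysed here. Of the 68, 54 are in that list. All 54 had a higher estimate in trained controls. The other 14, found in the time course and the other earlier study, are what remains once genes called on these libraries are set aside, so fewer rising genes are expected among them. Of these 14 genes, 8 had a higher estimate in trained controls and 6 a lower one, with a median log2 fold change of 0.02. None passed an adjusted p under 0.1, and 1 had an unadjusted p under 0.05. The group of 14 was not shifted beyond the other genes (limma's camera test gave 0.186 as p), but without naïve control replicate 4 the p of this test was 0.0474. Their mean z-score was 0.161 ± 0.436 in trained and -0.161 ± 0.756 in naïve controls (SD, n = 4 libraries per group; exact permutation test, two-sided, p = 0.486). Lists that were drawn up without these libraries were tested after the data had been seen. Of the 27 core TIGs shared by the time course and the other earlier study, which include these 14, 21 had a higher estimate in trained controls, with a median log2 fold change of 0.18, and 10 passed an adjusted p under 0.1. The 27 genes were shifted upward by camera (1.51e-08) and fry (0.0117) but not past 0.05 with an estimated correlation between genes (0.106). Of all time-course TIGs, 183 of 288 had a higher estimate (camera gave 3.41e-05, fry 0.0259 and an estimated correlation 0.0838). Of all genes of the other earlier study, 55.4% did (camera gave 0.0502 and fry 0.678), and without naïve control replicate 4, 80.7% did (camera gave 2.05e-10). For this list camera was under 0.05 in 3 of the 8 fits that each left out one library, and the direction reversed without naïve control replicate 2 (camera gave 0.427).

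**Figure D2:**
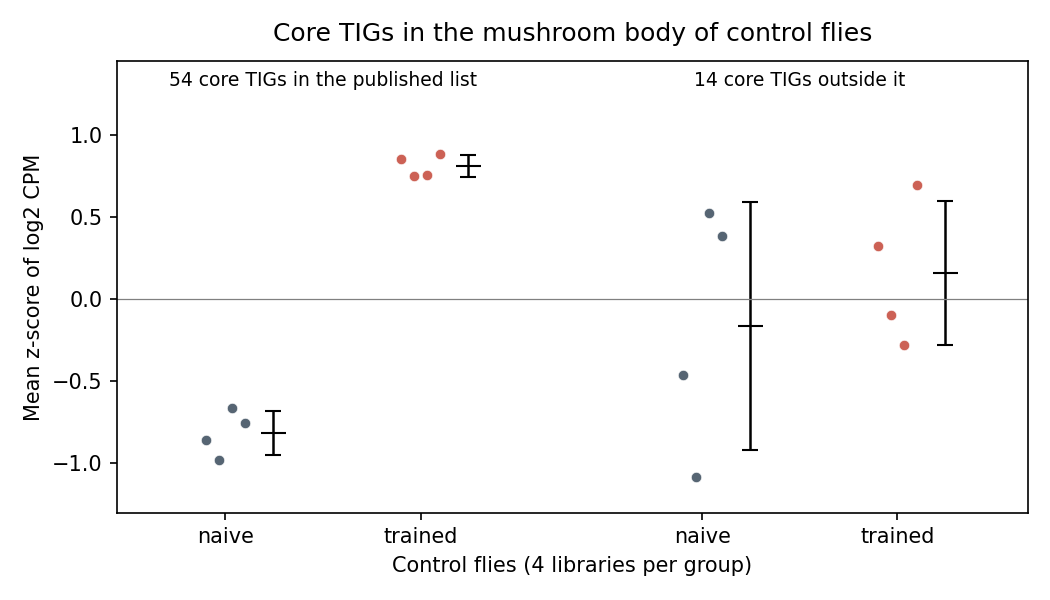
Mean z-score of log2 CPM per library (vertical axis) in naïve and trained control flies, for the 54 core TIGs in the published list and the 14 outside it. Points are single libraries, 4 per group, and bars are the mean and SD; the groups of the 54 genes are 0.813 ± 0.068 in trained and -0.813 ± 0.135 in naïve controls, and the groups of the 14 genes overlap.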

Third, it is very likely that memory gene induction is in part stochastic in nature and dependent on the current internal state of each individual fly. For example, some flies may be predisposed to better memory formation and may already have higher expression of critical genes. Indeed, individuality does exist in *Drosophila* and is at least in part mediated by stochastic neurodevelopmental processes^71–73^.

One of the goals of our scRNAseq experiment was to identify a transcriptional trace of the memory engram. Due to the very low number of CAMEL positive neurons unveiled by confocal imaging, we sampled relatively low numbers of cells. Low sampling might miss rare engram neuronal subtypes, such as those related to memory reactivation. In mammals, the number of reactivated neurons after recall is about 10%^46^, suggesting that their number might be scarce also in *Drosophila*. However, despite low availability of cells, dissociation and sorting allowed us to obtain enough CAMEL positive cells from several individuals to perform robust clustering analysis which permitted to distinguish CREB activated MB neurons from non-MB cells and revealed one cluster that was enriched for cells from *Adcy1* mutant animals who do not form LTM. After removal of MB enriched genes, we still identified 3 clusters, with cluster A containing non-MB neurons, cluster B containing mostly *Adcy1* mutant cells and cluster C containing MB neurons mostly from trained animals. Memory engram cells are most likely contained within cluster C, however, we did not identify a specific cluster containing only cells from trained animals. All three experimental conditions were present in each cluster, although at different proportions. We functionally tested some candidate genes that were up-regulated mainly in WTT-1 and not in control conditions (Fig. S7), but did not increase the number of positive hits under this approach (Fig. 7G). Taken together, this suggests that we could not fully distinguish memory-reactivated engram neurons from neurons activated from different experiences (i.e., memory formation or learning unrelated to courtship LTM training). As stated above, it might be that memory reactivated cells are too rare to be identified under this experimental approach. Increasing the number of sequenced neurons might uncover the engram cells. However, the presence of all three conditions (trained, naïve and A*dcy1* mutant) in Cluster C, together with the functional analysis of genes enriched in WTT-1, suggests an alternative possibility: established engram neurons might share a similar transcriptional profile to neurons that have activated CREB during early learning or consolidation. Indeed, we find many similarities in the genes induced during early learning and social interactions, compared to consolidation and after recall.

## Methods

### Fly stocks and genetics

*Drosophila melanogaster* stocks were reared on a standard medium (cornmeal-sucrose-agar), supplemented with the mold inhibitors methyl paraben and propanoic acid, at 25 °C in 70% humidity with a 12h:12h light/dark cycle. Wild-type female flies used in this study were an in-house generated Canton-S/Oregon-R mixed genetic background called Nijmegen wild type. *5xUAS-Unc84::2xGFP* flies were a gift from G.L. Henry^41^. RNAi lines stocks were obtained from the Bloomington *Drosophila* Stock Center (BDSC; Bloomington, USA), or the Vienna Drosophila Resource Center (VDRC; Vienna, Austria). *R14H06-GAL4* flies express GAL4 under the control of a MB specific enhancer for *Adcy1* (BDSC #48677)^42,74^. The CAMEL reporter tool is the result of combining *6xCRE-splitGal4*^AD^ and *UAS-eGFP;R21B06-splitGal4*^DBD^ stocks, that were kindly donated by Dr Jan Pielage^47^. *Adcy1*^*2080*^; *6xCRE-splitGal4*^*AD*^ *and TNT*^*G*^*;6xCRE-splitGal4*^*AD*^ stocks were made in our laboratory and they are available upon request.

We used an isogenic heterozygous breeding strategy to produce experimental and genetic background control flies. Briefly, a common driver line containing *R14H06-Gal4* or *MB247-Gal4*, as well as accessory transgenes such as UAS-dcr2 and temperature sensitive GAL80 (GAL80^ts^)^75^ (when relevant), was crossed to RNAi strains, and their isogenic controls (Supplementary Data 9). UAS-RNAi stocks were generated by the Transgenic RNAi project (TRiP, Harvard University)^76^ or as part of the VDRC KK library (Supplementary Data 9). Different genetic background control lines were used depending on the RNAi line (Supplementary Data 9). Temporal control of GAL4 was achieved with GAL80^ts^, which is expressed ubiquitously under control of the *αTub84B* promoter. For Gal80^ts^ experiments, flies were raised at 18 °C, which restricts GAL4 activity, preventing RNAi knockdown during development. Knockdown was then initiated 1 or 2 days prior to courtship conditioning by moving flies to 29 °C. All experimental crosses, including isogenic parental and test genotypes are shown in Supplementary Data 9.

### Courtship conditioning assay

Courtship conditioning was performed as previously described with minor modifications^39^. Newly eclosed F1 male flies were collected and isolated for 5 days in individual wells of a 96-well block containing 500 µL of media. F1 male flies were split into two cohorts—trained and naïve. For STM, male flies were trained by pairing with an unreceptive, recently-mated female fly for 2 h and then placed back into isolation for 1 h—referred to as the rest period. For LTM, male flies were trained using a single 7-h training session, followed by re-isolation and a rest period of 20–24 h. Following the rest period, courtship activity was measured for each individual naïve and trained male fly by pairing with a new mated female. For every male-female fly pair, a CI was determined by calculating the percentage of time spent on courtship within a 10-min period. The memory index (MI), which represents the percentage reduction in courtship behavior between trained and naïve flies, was calculated using the formula: MI = (CI_naïve_−CI_trained_)/CI_naïve_^77^. Statistical analysis between naïve and trained CIs was performed using a two-tailed Mann-Whitney test, with outliers removed by GraphPad Prism (v9.5.1) using the ROUT method with the false discovery rate set at the default value of 1%. Statistical comparison between the MIs of knockdown and control genotypes was performed using a randomization test with 10,000 bootstrap replicates^39^.

### Memory transcriptome time course sample collections

Male flies homozygous for *UAS-Unc84::2xGFP; R14H06-GAL4* were crossed to Nijmegen wild type virgin females. F1 heterozygote males were socially isolated for 5 days, followed by pairing with an unreceptive female for courtship LTM training. Male flies were then collected at various time-points during LTM formation by flash freezing in liquid nitrogen. Specifically, trained males were collected at three time-points during the courtship training period (DT; 1 h, 3.5 h, 7 h) and at five time-points after training (AT; 1 h, 4 h, 7 h, 13 h, 19 h). Naïve male flies were also collected at five time-points (corresponding to 1hDT, 7hDT/1hAT, 7hAT, 13hAT, 19hAT) to act as time-of-day controls. For most datapoints, three individual biological replicates containing ~50 heads were collected, with no less than two for any one timepoint.

### Isolation of nuclei tagged in a specific cell-type (INTACT)

To isolate MB nuclei for downstream transcriptome and chromatin accessibility analyses, INTACT was performed as previously described^27,41^. Samples containing ~50 fly heads expressing *UAS-Unc84::GFP* under the control of *R14H06-GAL4* were ground with a pestle and homogenized in buffer containing 0.3% NP40 using a Dounce homogenizer. The nuclear extract was then filtered through a 40 µm strainer. A portion of this sample was collected to represent whole-head (WH) nuclei for RNA-sequencing. MB nuclei were immunoprecipitated from the remaining sample using an anti-GFP antibody (Invitrogen: G10362) bound to magnetic beads (Invitrogen: 10004D), according to the manufacturer’s instructions. MB and WH nuclei were then processed for either RNA-seq or ATAC-seq.

### RNA-sequencing and data analysis

Total RNA was isolated from the WH nuclear fraction and immunoprecipitated MB nuclei using the Arcturus PicoPure RNA isolation kit (ThermoFisher Scientific: KIT0204) with DNase digestion performed using the RNase-free DNase kit (Qiagen: 79254) according to the manufacturer’s instructions. RNA quality was assessed by visual examination of rRNA-peak integrity using the Bioanalyzer 2100 Pico RNA kit (Agilent: 5067-1513). RNA-seq libraries were prepared using the Tecan Universal Plus Total RNA-seq library preparation kit according to manufacturer’s instructions. Library size and quality was assessed with the Bioanalyzer 2100 DNA high-sensitivity kit (Agilent: 5067–4626). Sequencing was performed with the Illumina NovaSeq 6000 at Genome Quebec with the S4 v1.5 200 cycle kit; read length was 100 bp for paired-end reads.

An average of 40,543,996 reads were generated across all MB (*n* = 38) and WH (*n* = 38) RNA-seq libraries generated. RNA-seq reads were processed on Compute Canada servers (StdEnv/2020). First, raw reads were lightly trimmed, and adapters clipped using Trimmomatic (v0.39)^78^. The read quality was assessed using FastQC (v0.11.9) and trimmed reads were aligned to the *Drosophila melanogaster* genome (Ensembl release 103, dm6) using STAR (v2.7.5a)^79,80^. Uniquely aligned reads with a maximum of four mismatches were counted to genes using featureCounts^81^. An average of 25,727,025 reads across all samples aligned to genes. Counts were then filtered for rRNA, non-coding RNA, genes mapped to the Y-chromosome or mitochondrial genome, and genes that had less than 150 normalized counts in 50 of the 76 sequenced MB and WH samples. After filtering, 6965 MB expressed genes were used for downstream differential expression analysis.

Differential expression analysis was done using DESeq2 (v1.30.1)^82^ in Rstudio (v4.0.3). To identify genes altered by memory training, differential expression analysis was performed between trained flies and time-of-day matched naïve controls, using a cutoff of FDR < 0.1. To identify genes with enriched expression in the WH or MB, differential expression was performed between all MB (*n* = 38) and WH (*n* = 38) samples. With the large *n* values in this comparison, we used more stringent cutoffs (FDR < 0.05 and log_2_ fold change > 0.5) to define MB enriched genes. Further analysis of data, including gene annotation, gene ontology (GO), statistical comparison between groups of genes, was performed using the R package BinfTools (https://github.com/kevincjnixon/BinfTools). Specific commands used included: count_plot, getSym, barGene, zheat, GO_GEM and customGMT. GO analysis was performed using a custom background of 6956 expressed genes in our samples, and FDR < 0.05. Data was further visualized using the R packages ggplot2 (v3.4.2) and pheatmap (v1.0.12). Venn diagrams were created using BioVenn^83^.

### ATAC-sequencing and data analysis

ATAC-seq was performed as previously described^84^, with modifications for INTACT-isolated nuclei. MB nuclei were isolated from two independent replicates of ~50 naïve male flies at a time-point corresponding to 1h after memory training onset. To generate ATAC-seq libraries, bead-bound MB nuclei were suspended in 50 µL of transposase reaction mix (Tn5 Transposase, Illumina), and incubated for 30 min at 37 °C in a thermal cycler. DNA was then purified and eluted using a Qiagen MinElute Kit according to the manufacturer’s instructions. Purified DNA was mixed with custom Nextera primers and High-Fidelity PCR Mastermix (NEB) and amplified. Amplified libraries were purified using a Qiagen PCR purification kit. Sequencing was performed with the Illumina NovaSeq 6000 at Genome Quebec with the S4 v1.5 200 cycle kit; read length was 100 bp for paired-end reads.

ATAC-seq reads were trimmed, and adapters clipped using Trimmomatic (v0.39). Trimmed reads were aligned to the *Drosophila melanogaster* reference genome (Ensembl release 103, dm6) using bowite2 (v2.4.1) with the settings -X 2000 and -very-sensitive. Reads were shifted, +4 bp for the forward strand and -5 bp for the negative strand, to account for the 9-bp duplication created by the DNA repair nick of the Tn5 transpose^85^. Reads aligning to multiple loci, the mitochondrial genome, and scaffolds were filtered using samtools view (v1.11)^86^. Duplicate reads resulting from PCR amplification were identified using samtools fixmate and removed using samtools markdup, leaving 38,388,868 and 42,678,219 high-quality reads for downstream analysis. Peaks were called using MACS2 software (v2.1.2) using the settings -q 0.01 -min-length 50 and -max-gap 100^87^. Peak calling resulted in 15842 peaks identified uniquely between both samples, with 11705 consensus peaks, which were highly consistent between the two biological replicates (Fig. S11), and predominantly located near transcriptional start sites (TSSs), as expected (Fig. S11). Consensus peaks were annotated to 7488 genes using the R Package ChIPseeker (v1.26.2)^88^. DiffBind (v3.0.15) was used to determine the fraction of reads in peaks calculated (FRiP). The two replicates had a FRiP of >0.3 for inclusion, as per ENCODE standards^89^.

For visualization of ATAC data, promoter and genomic regions were extracted using the R annotation package TxDb.Dmelanogaster.UCSC.dm6.ensGene (v3.12.0) in combination with GenomicRanges (v1.42.0). Bam files were normalized using the bamCoverage function from deepTools with scale factors determined by the dba.normalize function from Diffbind. Consensus track files were generated between replicates using the mean function from the command line program wiggletools. Bandplot files for BED region subsets were generated using the computeMatrix and plotProfile functions from deepTools^90^.

### ChIP-seq data analysis

To identify binding sites for CrebB, Hr38, and Sr, publicly available ChIP-seq data was obtained from the ENCODE project repository^61^. Specific files used for analysis were: CrebB (ENCFF090JJN, ENCFF655EMQ), Hr38 (ENCFF144OZH), Sr (ENCFF186BCY, ENCFF247KLE). ChIP-seq peaks for Hr38, Sr, and CrebB, were generated using optimal IDR thresholding by ENCODE^89^, These peaks were annotated to the nearest gene using ChIPseeker (v1.26.2)^88^. Genome browser tracks were generated with pyGenomeTracks^91^, using either control normalized or signal *p* value bigwig files generated by ENCODE.

### Cycloheximide feeding

To determine if translation is required during courtship memory formation, cycloheximide was fed to Nijmegen wild type male flies to block protein synthesis. Flies were fed media consisting of either 1% agarose, 5% sucrose alone (sucrose only) and with the addition of 35 mM cycloheximide (sucrose + CXM), as previously described^10^. Flies were raised on standard media and transferred to isolation chambers containing sucrose + CXM or sucrose-only 1 day prior to STM or LTM training. For STM, flies were fed sucrose + CXM during the 1-h rest period. For LTM, flies were fed either sucrose + CXM or sucrose-only media during the ~20-h rest period.

### Sample collection for single cell RNAseq

Virgin male flies carrying the CAMEL tool transgenes were collected every 4 h and allowed to mature individually in tubes for 3–4 days. *WT* and *Adcy1* mutant flies carrying the CAMEL tool were subjected to courtship LTM training and tested 20 h later, as described^40^. *WT* naïve flies carrying the CAMEL tool remained in the same tube without any female contact and were transferred to an empty test chamber. After testing, a capillary containing diluted yeast and sugar at the same concentration as standard food was placed in each test chamber and flies were left in an incubator for 2 h. After that, 40–50 flies were dissected for each condition and brain dissociation was performed as described^92^. In the case of *WTT* flies, we did an extra replicate.

### Fluorescence-activated cell sorting (FACS)

To FACS sort the CAMEL GFP positive cells from each condition we used an Influx cell sorter (Becton Dickinson) equipped with a 355 nm and 488 nm laser lines. We exclude aggregates using pulse processing and dead cells using DAPI as a viability dye. Cell were sorted directly into a 96-well plate with the lysis buffer to carry out single cell genomics.

### Single-cell cDNA and library preparation

cDNA was generated as described^93^ with the following adjustments: preamplification of cDNA used 23 PCR cycles and was purified using Agencourt Ampure XP beads (Beckman Coulter) with a modified bead:DNA ratio of 0.8x. The quality of cDNA was checked using a NGS Fragment High Sensitivity Analysis Kit (Advanced Analytical) and a Fragment Analyzer (Advanced Analytical). The cDNA concentration was measured using a qubit high sensitivity dsDNA Kit. Libraries were prepared using a Nextera XT DNA Library Preparation Kit (Illumina), using a standard protocol but with all reaction volumes reduced by 1/10 to accommodate automation using the echo labcyte liquid handler (Beckman). Libraries were purified using Agencourt Ampure XP beads (Beckman Coulter). Size distribution of library pools was checked using a Fragment Analyzer and a NGS Fragment High Sensitivity Analysis Kit. Samples were pooled equimolar and the final pool quantified with the Kapa library quantification kit (Roche). The final pool was sequenced using the 150bp paired end kit on an Ilumina NovaSeq 6000 with an average read depth of 10M reads per sample.

### Single Cell RNA seq data processing and analysis

FASTQ reads were quality checked using FastQC1 (v0.11.9) software and aligned against the *Drosophila melanogaster* reference genome release 6 (dm6) with STAR (v2.7.9) aligner. Htseq-count (v0.11.2) was then used to count the reads mapping each annotated feature. The obtained gene expression matrix was used as input to perform downstream analyses in Seurat v4.03. We first removed potentially lysed or bad quality cells by removing cells that showed high mitochondrial gene percentage (>5%) and genes detected in less than 3 cells, as well as cells with a different transcriptional profile from the most represented population. The remaining cells were then normalized, scaled and reduced using Principal Component Analysis (PCA). The data was then clustered via an optimization model of the K nearest neighbors algorithm (*k* = 15 or *K* = 25, depending on the analysis) using the *FindNeighbors* and *FindClusters* functions in Seurat. We performed differential expression testing between clusters using the Wilcoxon rank sum statistical test. Differential marker gene lists were sorted by log2 Fold-Change, showing only those genes upregulated for each cluster and represented through heatmap plots using ComplexHeatmap R package. Removal of lobe-identity genes and the MB-enriched genes was performed directly on the Seurat object, with the same downstream processing as described above. DEGs from each single cell cluster were analyzed for GO and KEGG term enrichment using the R package ClusterProfiler, with FDR as the *p* value correction method.

### Quantitative RT PCR

RNA was isolated from INTACT purified MB nuclei in triplicate using the PicoPure™ RNA Isolation Kit (Invitrogen: KIT0204) as per manufacturer’s instructions. cDNA was synthesized from the isolated RNA using the SensiFAST™ cDNA Synthesis Kit (Meridian: BIO-65053) as per manufacturer’s instructions. The cDNA was diluted 10-fold to be used for RT-qPCR using the SensiFAST™ SYBR No-ROX Kit (Meridian: BIO-98005) as per manufacturer’s instructions. *Beta’COP* was used as the reference gene. The following primers were used:

*Beta’COP* (AACTACAACACCCTGGAGAAGG – ACATCTTCTCCCAATTCCAAAG)

*Hr38* (TGTCGCATCCCAACAGCAG - GAAGTGGCCGTGGTAGTTGTA)

*Sr* (AAGGGCTTGAAACCCTGGTG - CGAAGCTCAGCACATTGAAGTG)

### Staining and microscopy

To quantify CREB-positive MB cells, primary antibodies used were rabbit anti-GFP (1/200; Invitrogen ref. A11122) and mouse anti-Fasciclin II (1/50; DSHB AB_528235). To determine neurodevelopmental defects in the MB after knocking-down positive hits, we used anti-Fasciclin II (that identifies ‘β’ and γlobes) and mouse anti-Trio (1/10; DSHB AB_528494) (that marks α‘β’ and γ lobes). Images were taken using a Leica SP5 confocal microscopy, avoiding saturation with a 40X objective and with slices of 2.98 μm. Imaging of unc84::GFP was performed using a Zeiss LSM 900 using the primary antibodies; anti-GFP (1/300; Invitrogen G10362) and, as a marker for MB nuclei, anti-Dac (1/50; DSHB mAbdac1-1). Secondary antibodies used were Alexia 488 and 568 (1/500 or 1/300; Life Technologies).

CAMEL GFP positive neurons from 11-17 brains per condition were counted. Statistical significance was determined using an unpaired two tailed *t*-test (*p* = 0.017 for WT flies, *p* = 0.75 for *Adcy1* mutant flies). Between 9 and 19 brains per experimental condition were studied to detect MB defects in Fig. S9. Statistical significance calculated using the Fisher’s exact test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

Raw and processed RNA-seq and ATAC-seq data generated in this study have been deposited in the GEO database under accession numbers GSE282414 and GSE274348. All raw single cell RNAseq data generated in this study have been deposited in the European Nucleotide Archive (ENA) under the Accession number PRJEB49180. The processed data are provided in Supplementary Data and Source Data files. Source data are provided with this paper.

# Supplementary material for: A memory transcriptome time course reveals essential long-term memory transcription factors
**Source:** Nat Commun. 2025 Oct 29;16:9320. doi: 10.1038/s41467-025-64379-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

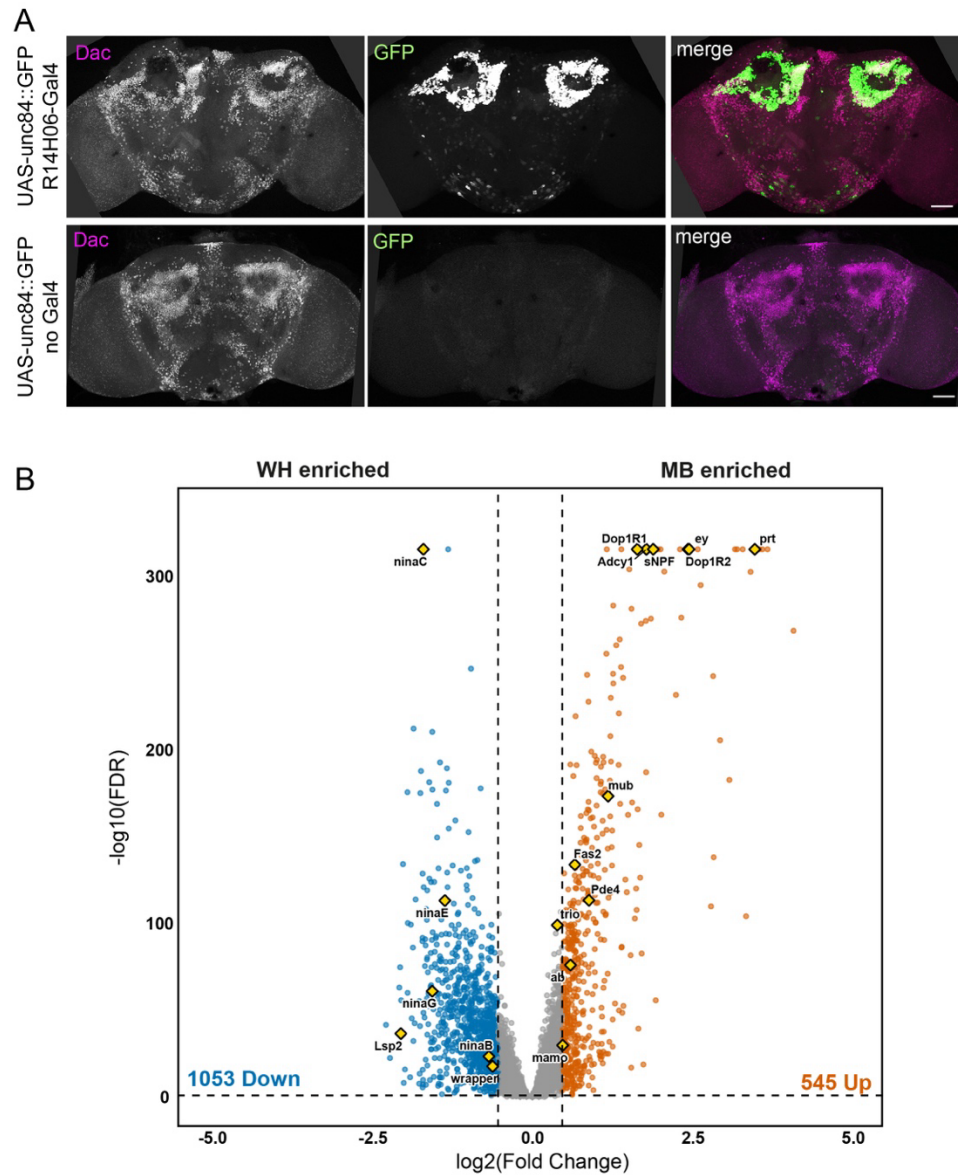

**Figure S1 - INTACT yields mRNA enriched from MB nuclei.** (A) Whole brain confocal projections showing specific expression of *UAS-unc84::GFP* in Kenyon cells (green). Kenyon cells are co-labeled with an anti-Dac antibody (magenta). While several non-MB nuclei are visible, most expression is within KCs. Scale bar represents 50 $\mu$ m (B) Volcano plot showing differentially expressed genes (DESeq2, Wald's test, FDR < 0.05) between whole-head and INTACT-purified mushroom-body (MB) nuclei. MB-enriched genes are highlighted in orange and WH-enriched genes are highlighted in blue. Notable MB and non-MB genes are indicated.

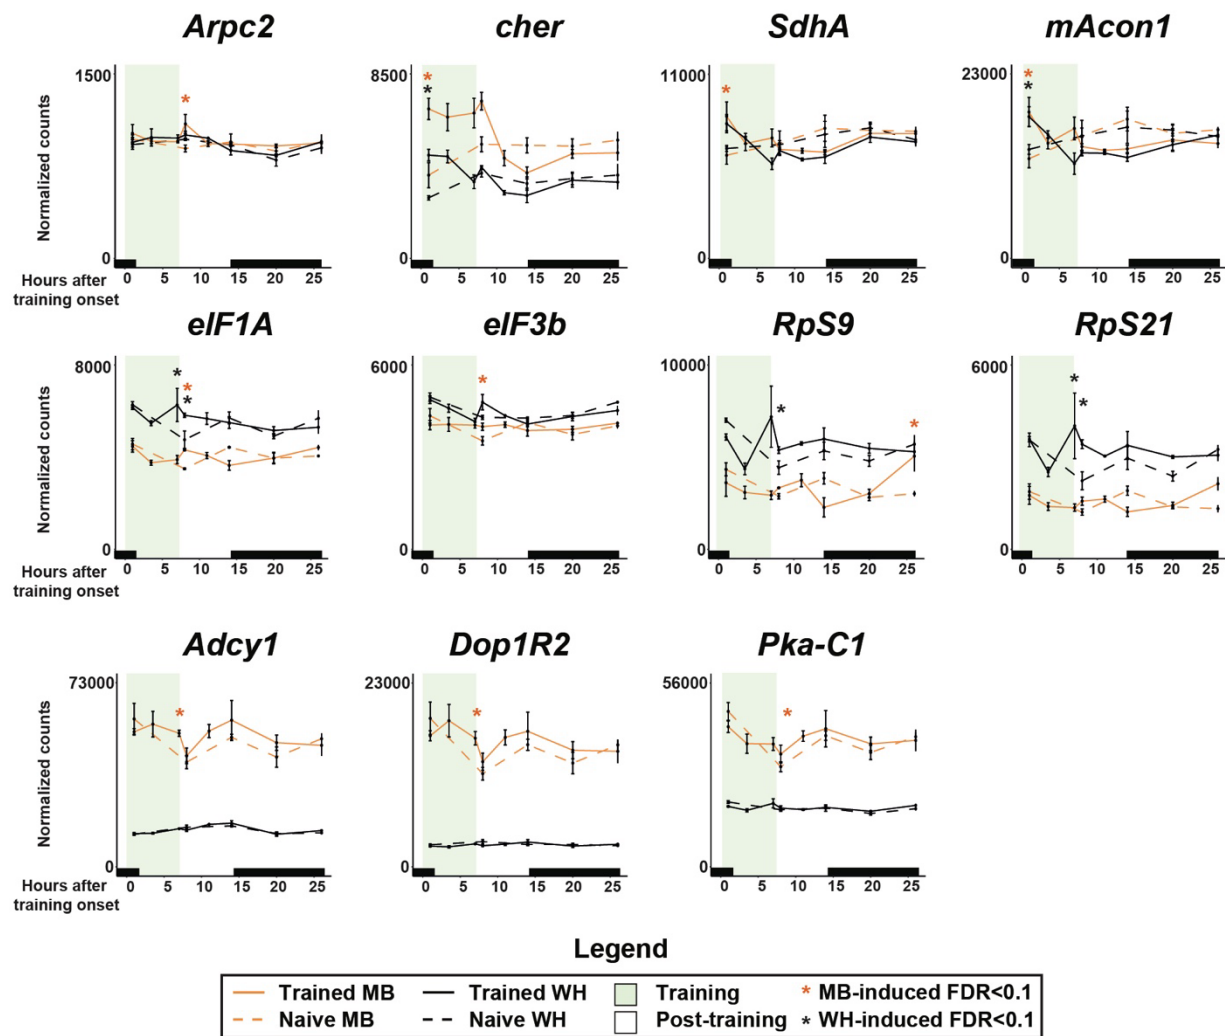

**Figure S2 – Examples of individual training induced genes.** Graphs showing average z-score normalized mRNA expression levels in MB and WH nuclei of naïve and trained flies, across the entire courtship memory time course. Gene names are indicated. Light and dark periods are indicated by white and black bars, respectively. Statistical analysis was done using Wald's test in DEseq2. Error bars represent standard error of the mean.

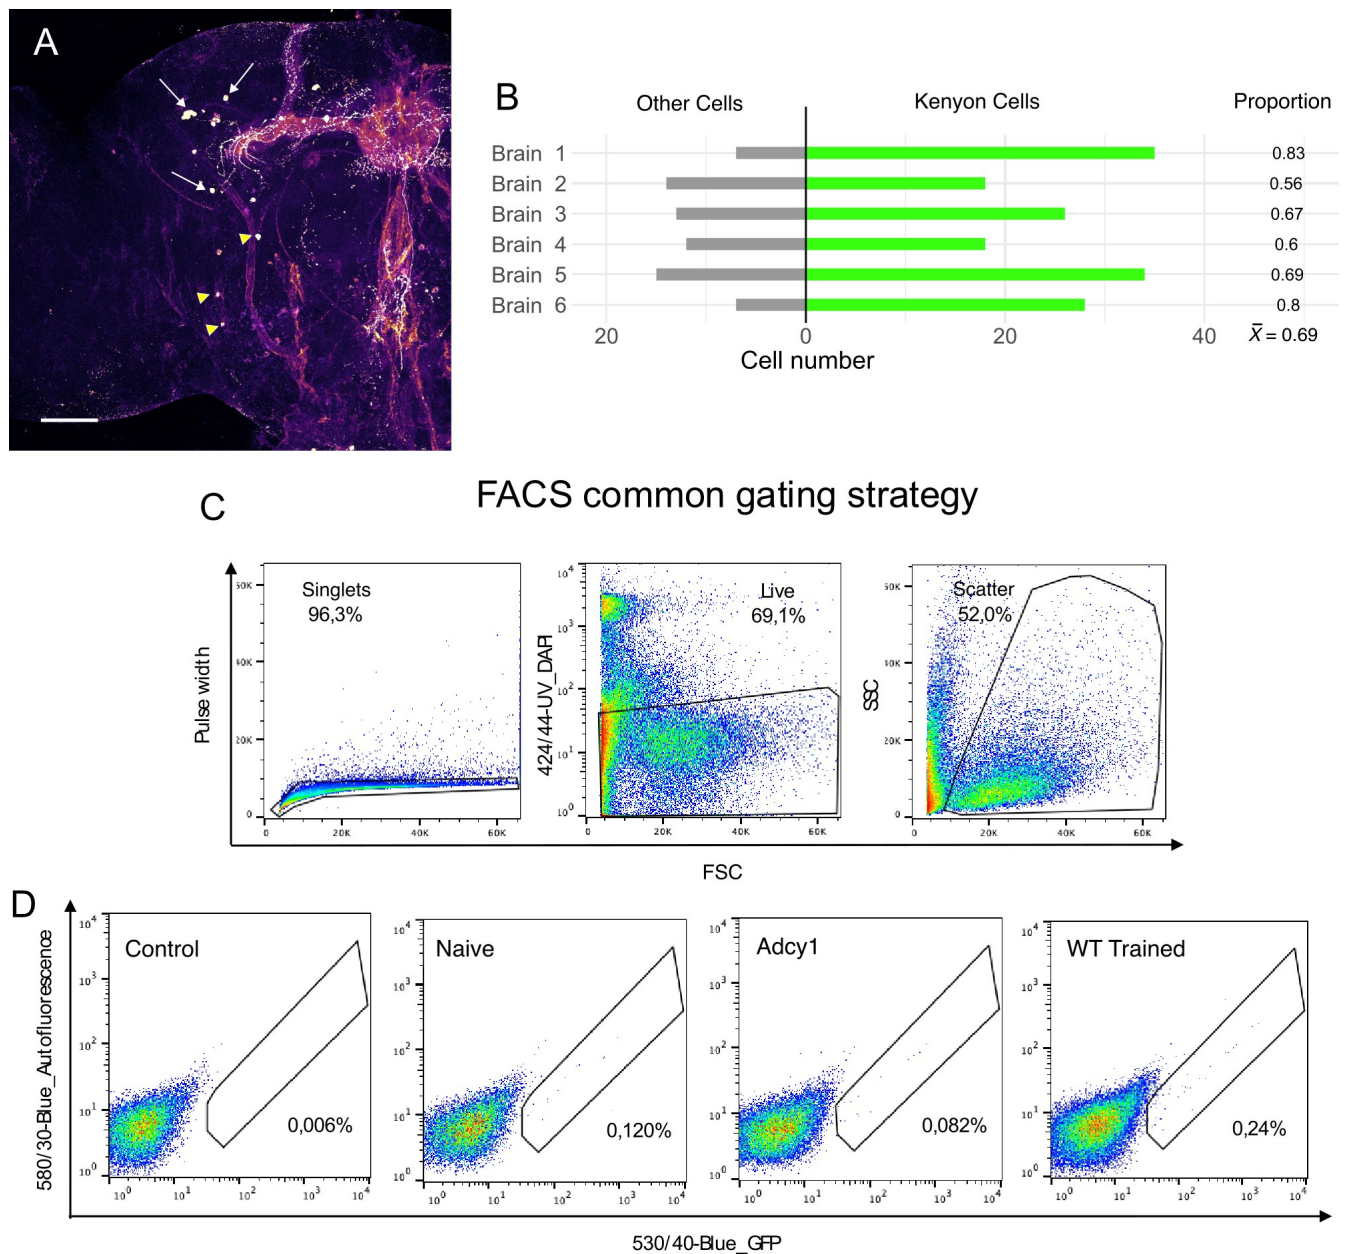

**Figure S3 – CAMEL-GFP cell sorting of dissociated *Drosophila* brains.** (A) Example of a hemi-brain depicting CAMEL-GFP positive Kenyon Cells (KCs, marked by arrows) and non-MB neurons (marked by triangles). Fascicline II staining (magenta) identifies the MB. Scale bar represents 50µm. (B) Relative quantification of KC CAMEL-GFP neurons in 6 *wt* brains. Source data are provided as a Source Data file. (C) The common gating strategy followed up on the sort to exclude cell aggregates, dead cells and cellular debris. (D) Percentage of the GFP positive events for control, WT naive, *Adcy1* mutant and WT trained conditions. GFP percentage refers to those single live non debris events.

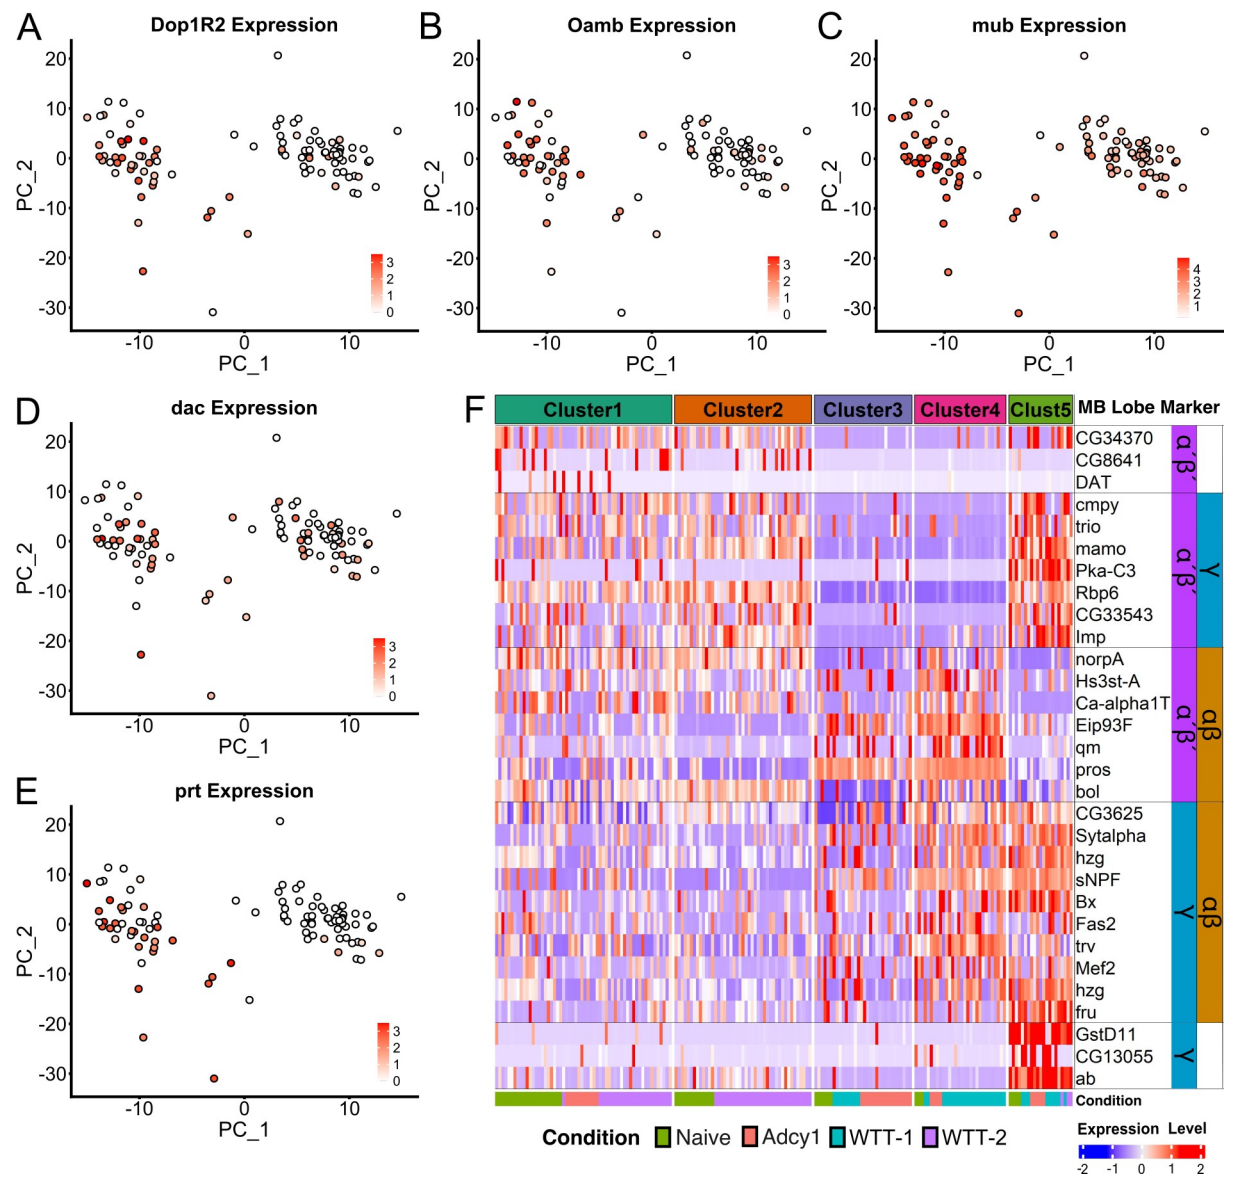

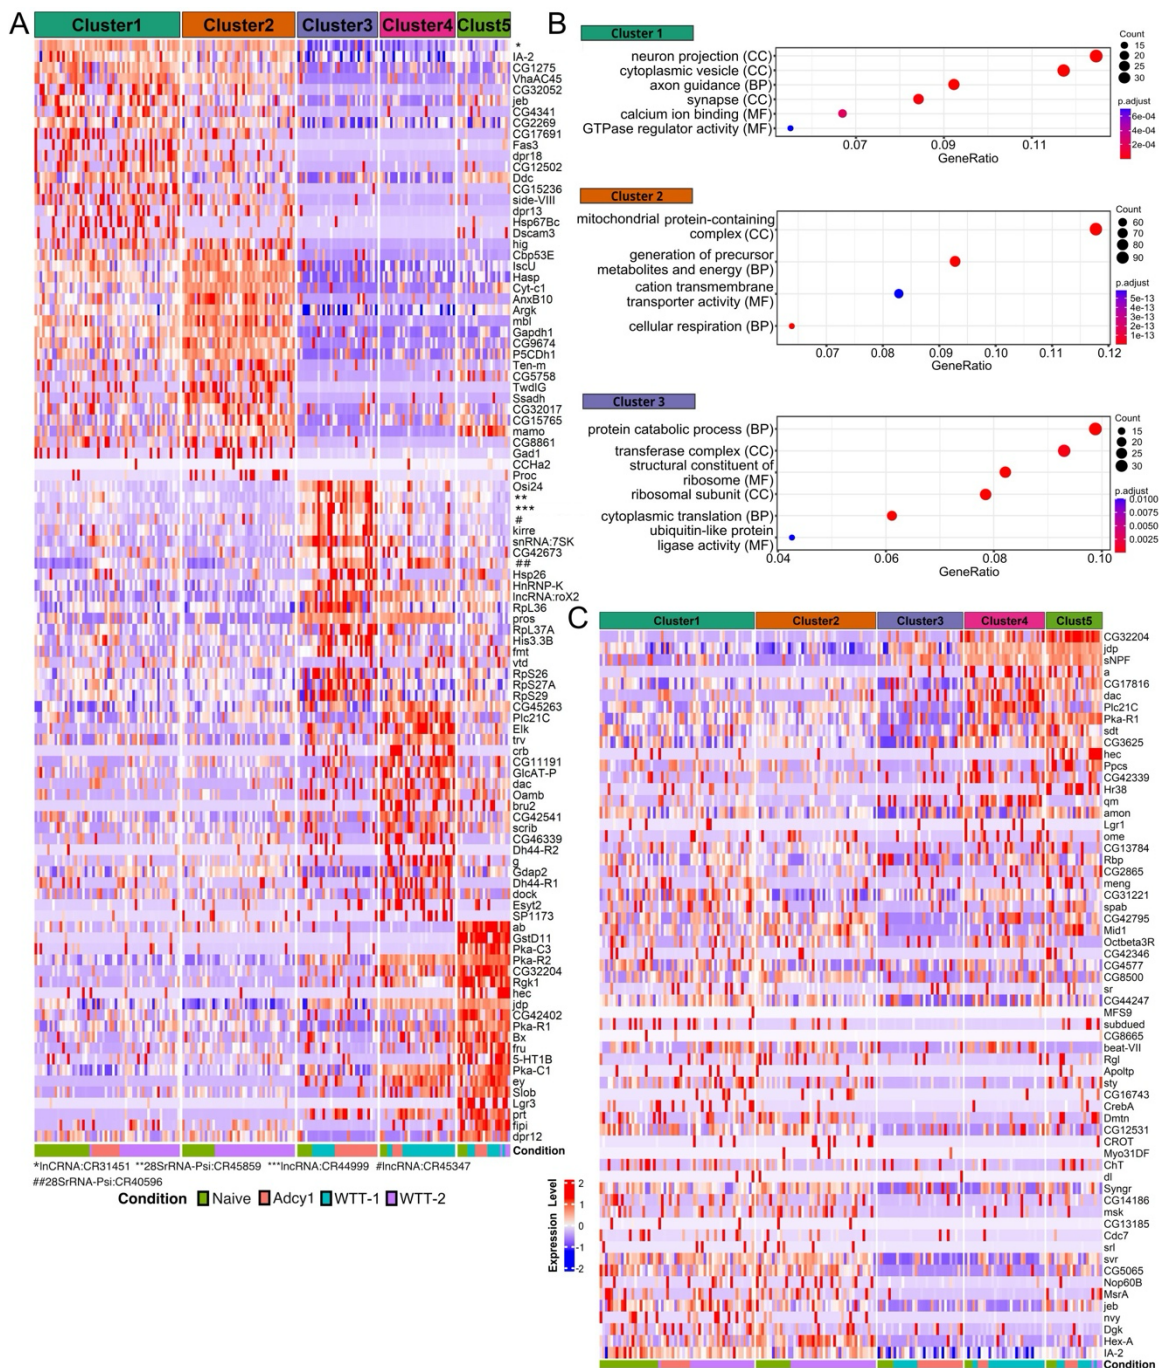

**Figure S5 - Analysis of cluster 1-5.** (A) Heatmap of top 20 most differentiating expressed genes between cluster 1-5. (B) Most representative GO terms (FDR <0.05) for clusters 1, 2 and 3, indicating cell component (CC), biological processes (BP) and molecular function (MF). (C) Heatmap of up-regulated genes after learning obtained by INTACT RNAseq following courtship conditioning. Genes are ordered by their expression levels in clusters 4 and 5.

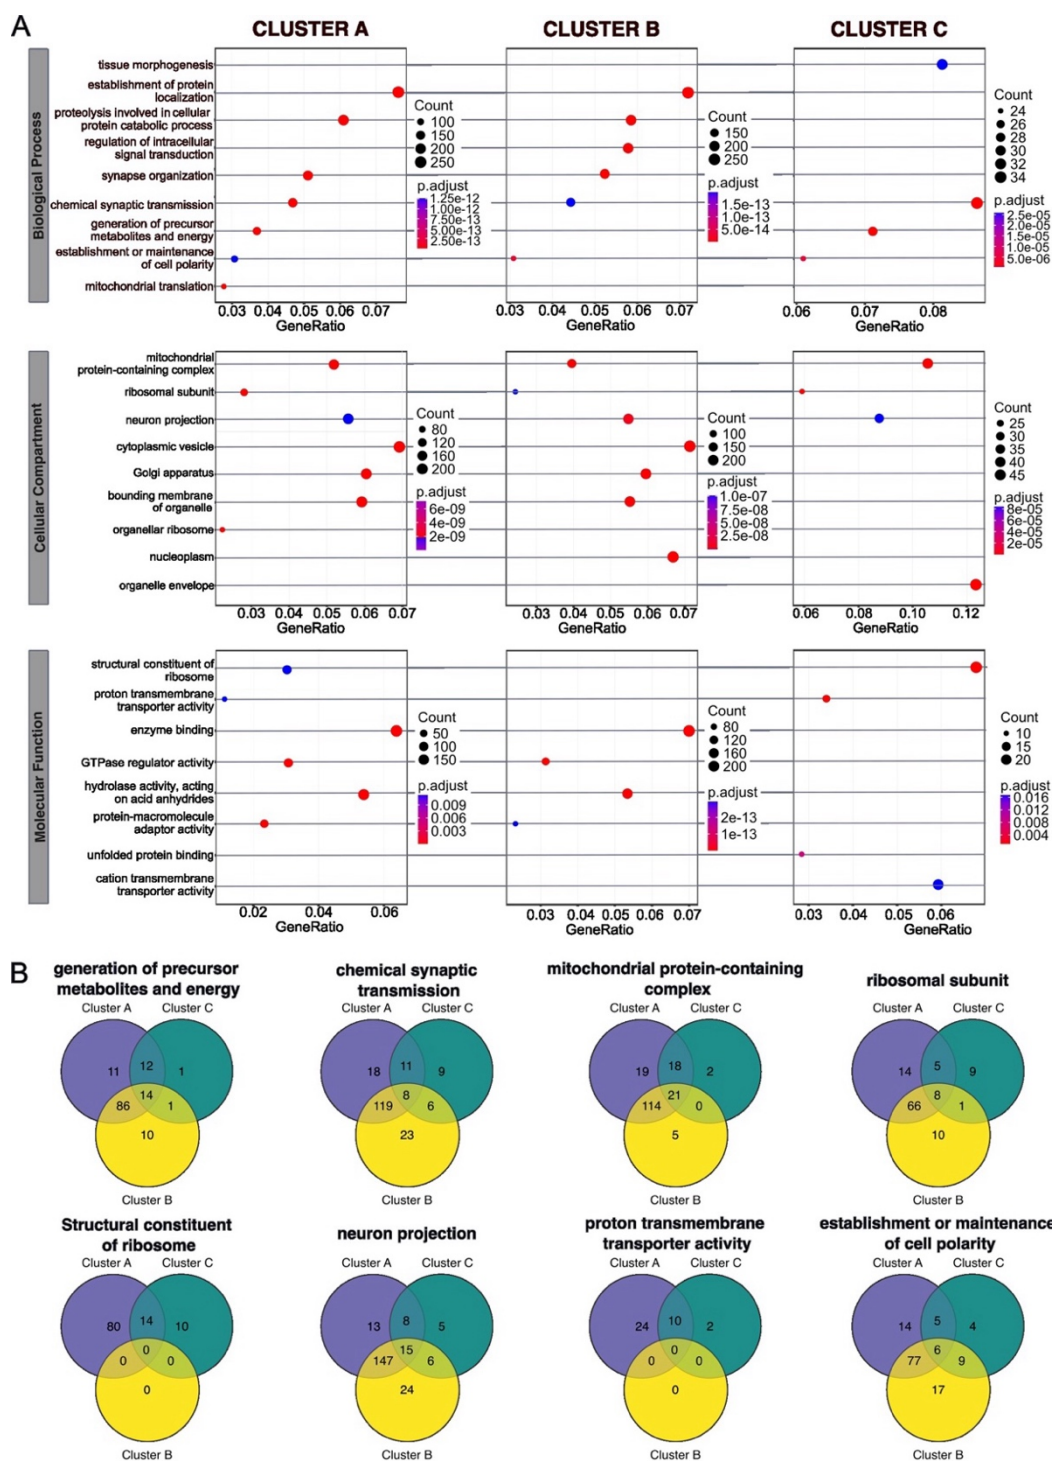

**Figure S6 - Similar GO terms between cluster A-C.** (A) Most representative of significant GO terms (FDR < 0.05) between cluster A, B and C, categorized in biological processes, cellular component and molecular function. (B) Venn Diagram showing the number of genes for selected common GO terms between the three clusters (see also Suppl table 7).

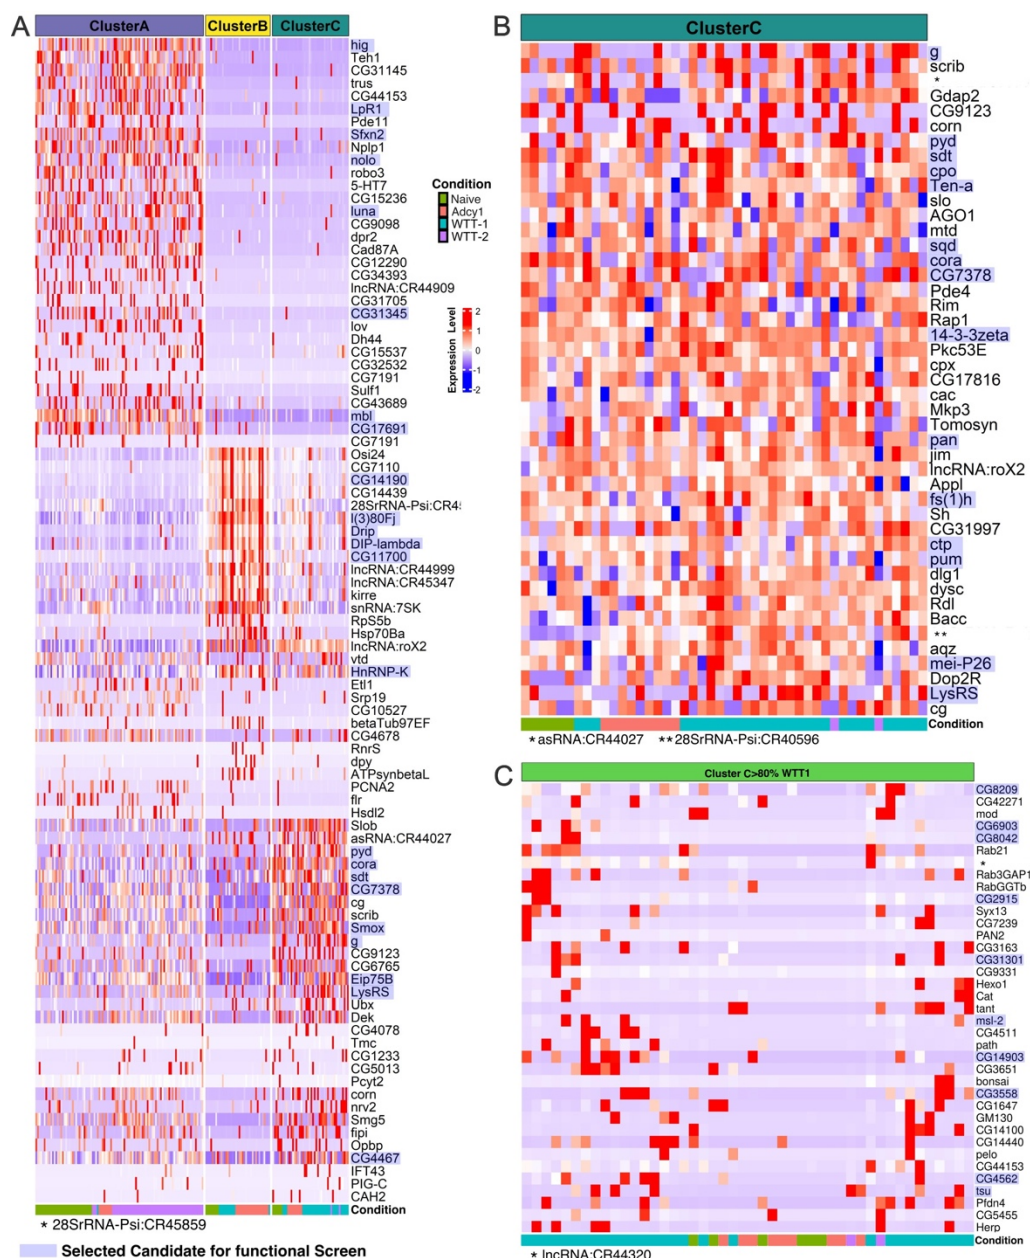

**Figure S7- Selection of candidate genes.** (A) Heatmap of top 30 most differentiating genes between cluster A, B, and C. (B) Heatmaps of cluster C genes most expressed in more than 50% of cluster C cells. (C) Heatmaps of cluster C>80% neurons. Selected candidate genes are cyan shaded (see Table S8 for details).

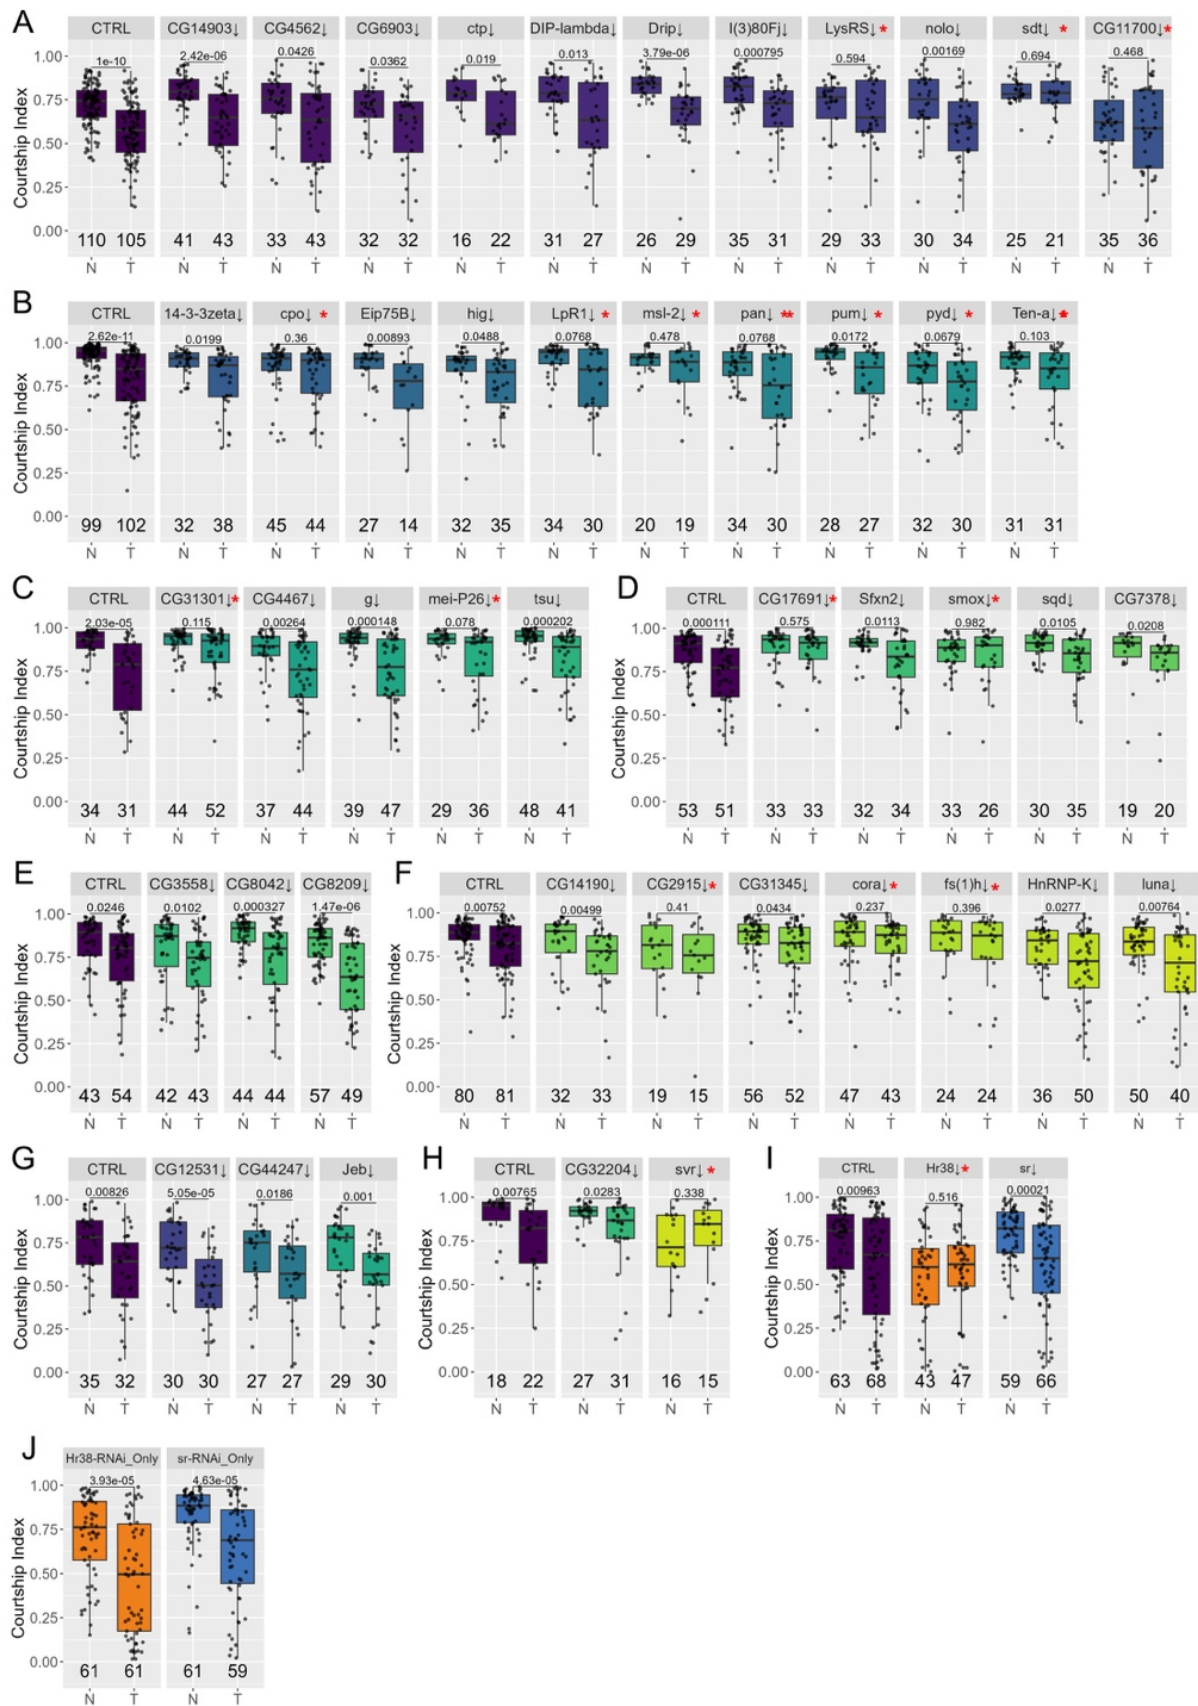

**Figure S8 – Functional screen for genes governing Courtship LTM.** (A-H) Box plots showing courtship indices (CIs) for naive (N) and trained (T) flies of 48 candidate genes tested

for courtship LTM. Each condition was repeated between 2-4 times. Red asterisks showed the positive hits that abolished LTM. (A) *MB247-Gal4* was crossed to short hairpin *UAS-RNAi* lines (Vallium20) from the TRiP collection in the AttP2 landing site. The AttP2 genetic background strain (BDSC36303) was crossed to *MB247-Gal4* as a control. (B) *UAS-dcr2; R14H06-Gal4* flies were crossed to different long hairpin *UAS-RNAi* lines (Valium 10) in the AttP2 landing site. *UAS-dcr2* was used to improve efficiency of the long hairpin RNAi. The AttP2 genetic background strain (BDSC36303) was crossed to *UAS-dcr2; R14H06-Gal4* as a control. (C) Same as in panel-B, but the *UAS-RNAi* lines were in the AttP40 landing site and the appropriate genetic background control line was used (BDSC36304). (D) *Tub-Gal80<sup>ts</sup>; R14H06-Gal4* flies were crossed to *UAS-RNAi* lines from the TRiP collection in the AttP40 genetic background, and the appropriate genetic background control (BDSC36304). The experimental flies were maintained at 25°C during development and the temperature was raised up to 29°C 24 hours before the experiment. (E) Same as Panel D, but the RNAi lines were from the VDRC KK collection, and the appropriate genetic background control was used (VDRC60100). (F) *Tub-Gal80<sup>ts</sup>; R14H06-Gal4* flies were crossed to *UAS-RNAi* lines from the TRiP collection in the AttP40 background. The experimental flies were maintained at 18°C during development to avoid lethality and the temperature was raised to 29°C 24 hours before the experiment. The appropriate genetic background control (BDSC36304) was used. (G, H) Same as in panel F, but the RNAi lines were TRiP *Attp2* insertions with the BDSC36303 control (G), or VDRC KK insertions with the VDRC60100 control (H). (I) Box plots showing courtship indices (CIs) for naive (N) and trained (T) flies with MB specific knockdown of *Hr38* and *sr*, and the genetic background control. AttP2 insertions from the TRiP collection and the genetic background control strain BDSC36303, were crossed to *Tub-Gal80<sup>ts</sup>; R14H06-Gal4* and the progeny were raised at 18°C and transferred to 29°C 48 hours before STM training. (J) Box plot showing courtship indices (CIs) for naive (N) and trained (T) flies of UAS-only controls for *UAS-Hr38-RNAi* and *UAS-sr-RNAi* in LTM assays. RNAi lines were crossed to Nijmegen wild type flies to obtain the heterozygous *UAS-RNAi* flies. Statistical significance between naive and trained flies was determined using a two-tailed Mann-Whitney test. Mean is displayed with error bars indicating SEM. Number of flies tested for each condition is shown under the corresponding box plot. Source data are provided as a Source Data file

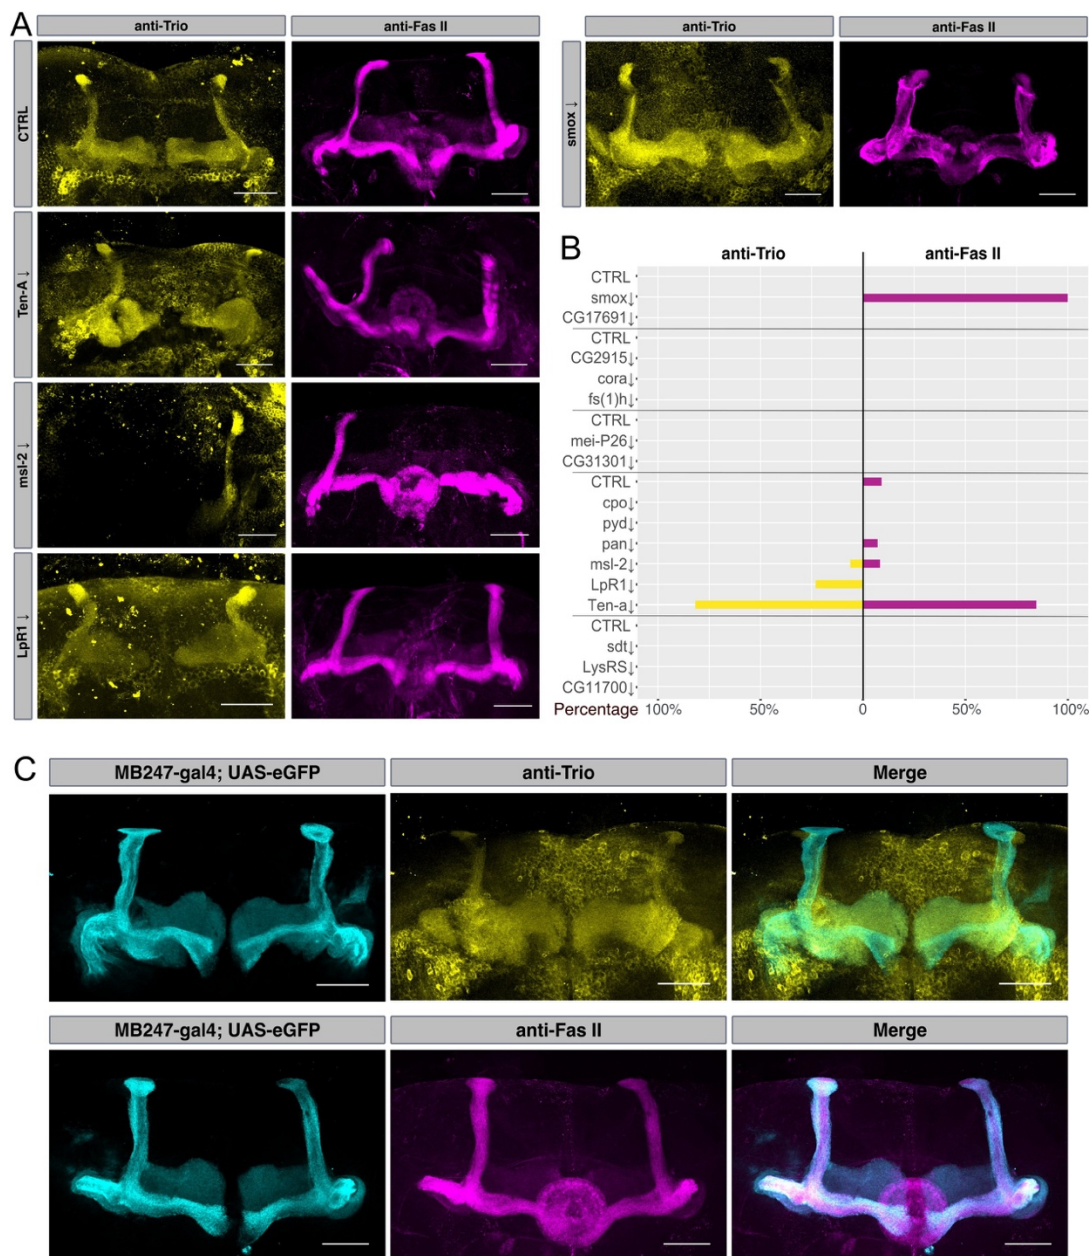

### Figure S9 – Identification of MB developmental defects

(A) MB staining of positive hits with anti-TRIO (yellow) and fascicline II (magenta), which distinguish  $\alpha'\beta'$  and  $\gamma$  and  $\alpha\beta$  and  $\gamma$  lobes, respectively. Only a representative control and a representative altered MB are shown. Scale bar represents 50  $\mu$ m. N>9. Source data are provided as a Source Data file. (B) Percentage of MB with alterations in the  $\alpha'\beta'$  or  $\gamma$  lobes (yellow) and  $\alpha\beta$  or  $\gamma$  (magenta) respect to normal MB. For the Trio staining we only obtained significant p-values for Ten-A (0.0134). For FasII staining we obtained significant p-values for Ten-A (0.0307) and smox (0.0058). (C) Double staining of *MB247-gal4, UAS-eGFP* (cyan) with anti-TRIO (yellow) and fascicline II (magenta).

**A**

Previously identified *Drosophila* neuron-activated ARGs

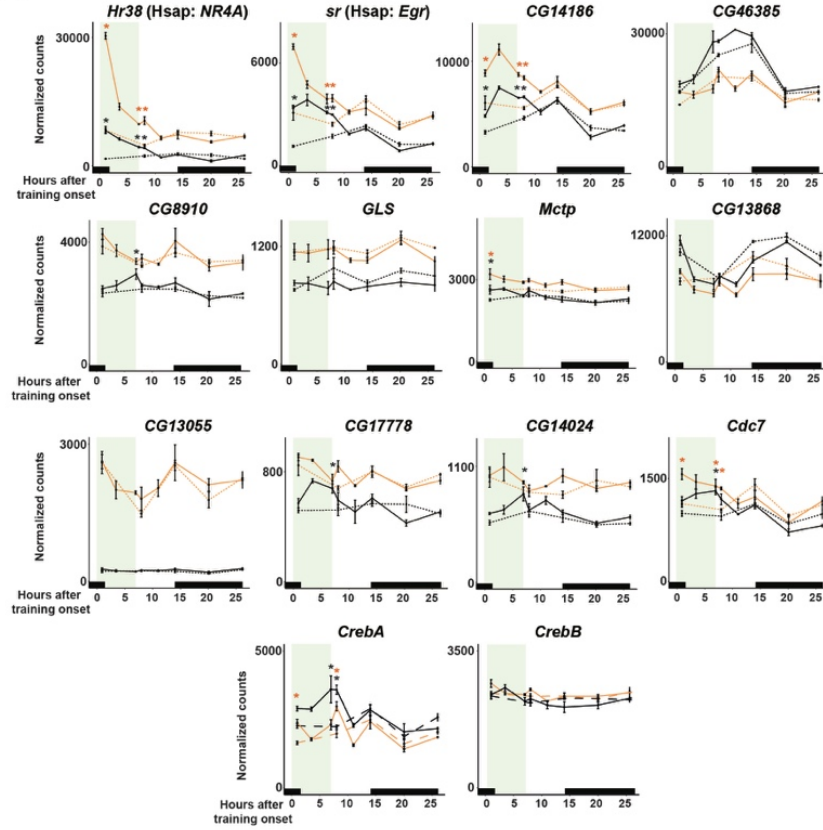

**B**

*Drosophila* orthologs of known mammalian ARGs

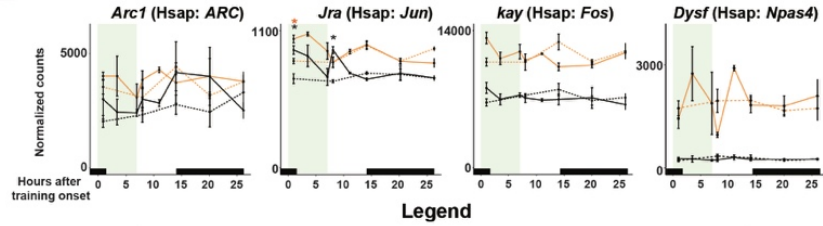

Legend

**C**

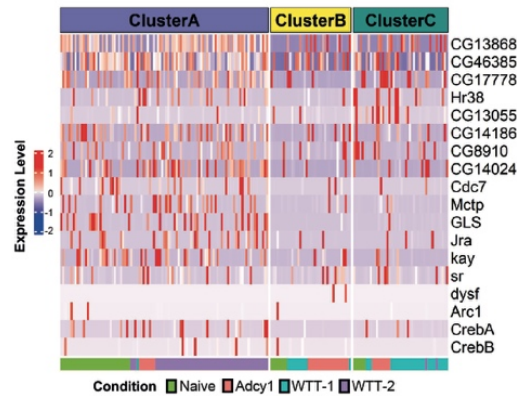

**Figure S10 – Candidate activity-regulated genes in courtship LTM.** Normalized transcript levels of (A) 14 *Drosophila* activity-regulated genes (ARGs) previously identified<sup>55</sup> and (B) fly orthologs of known mammalian ARGs. Significance identified from differential expression analysis between trained and time-of-day matched naive flies, at time-points noted on the x-axis, is displayed (DESeq2, Wald's test, \*FDR<0.1). Bold black line indicates incubator dark period. (C) Heatmap of the 14 *Drosophila* ARGs and for fly orthologs of known mammalian ARGs previously identified among the three ABC clusters. The lower bar in the graph indicates the experimental condition for each sequenced neuron.

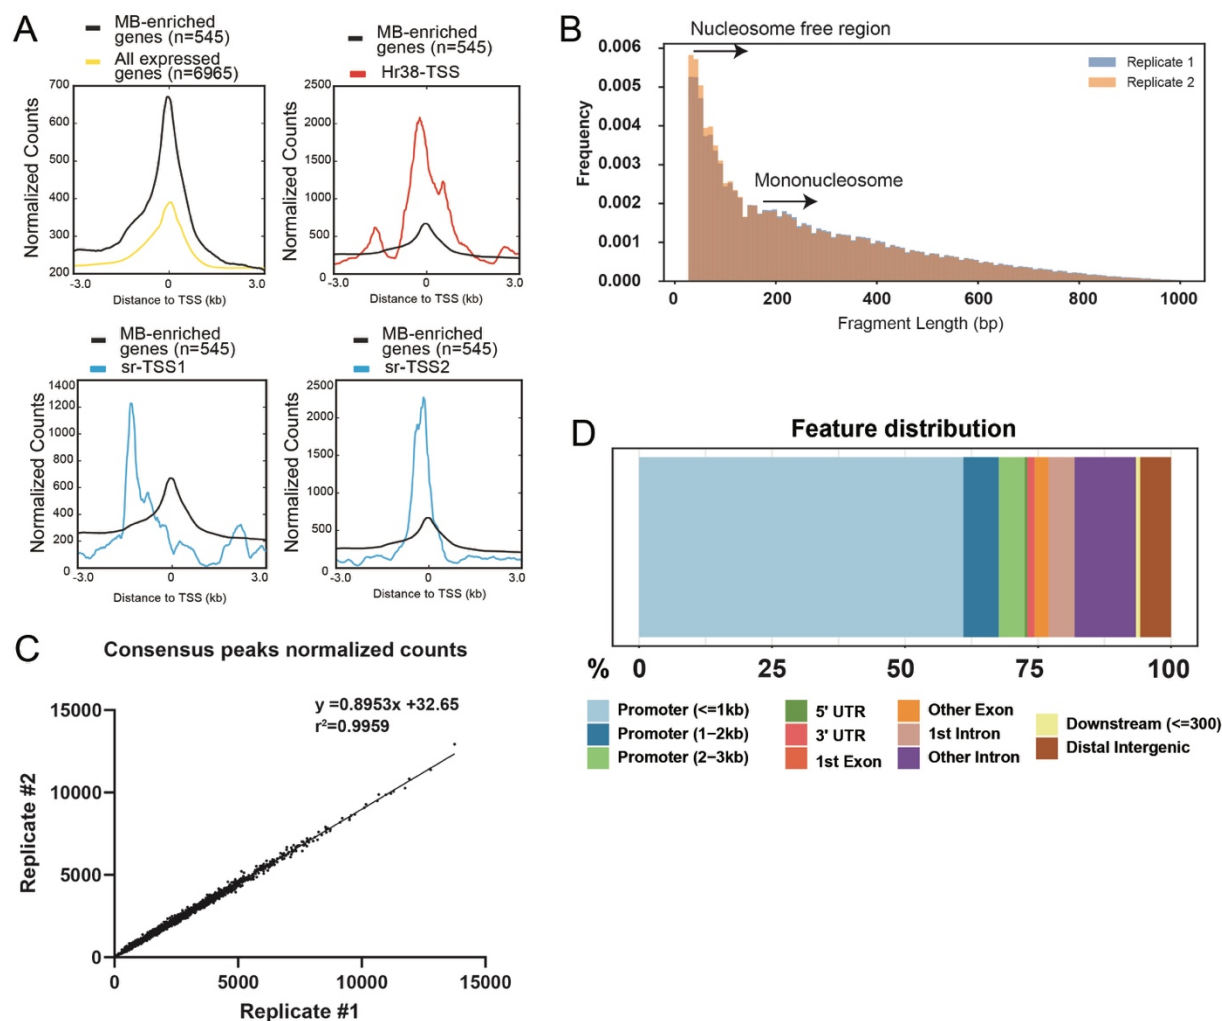

**Figure S11 – ATAC-seq Quality Control.** (A) Band plot of chromatin accessibility profiles for genes with enriched expression in the MB (n=545, see **Fig. S1B**) compared to all expressed genes (n=6965), and the transcriptional start sites (TSS) of *Hr38* and *sr*. (B) Fragment size distribution of ATAC-seq libraries generated from INTACT-isolated MB nuclei. The distribution for two biological replicates is shown. Peak signal of nucleosome free regions (80-120 bp) and mononucleosomes (~180 bp) is marked. (C) Scatter plot of normalized counts for consensus peaks from MB ATAC-seq samples. Each dot represents a consensus peak, with positions indicating normalized counts in replicate 1 and replicate 2. Line of best fit is shown, with corresponding linear equation, and coefficient of determination ( $R^2$ ). (D) Feature distribution of annotated regulatory regions from significantly accessible peaks and is predominantly located near to the transcriptional start site (TSS) of genes.

Agrawal et al., 2019) (B) Heatmap of up-regulated genes ( $p < 0.1$ ,  $N=366$ ) from DAL, MBONa3,  $\gamma$  KCs and V2 neurons after olfactory aversive conditioning (from Crocker et al, 2016). (C) Heatmap of genes with increased RNAPol II occupancy in the MB ( $N=288$ ) by Targeted DamID after olfactory appetitive conditioning (from Widmer et al., 2018). In all lists genes are ordered by their expression levels in cluster C

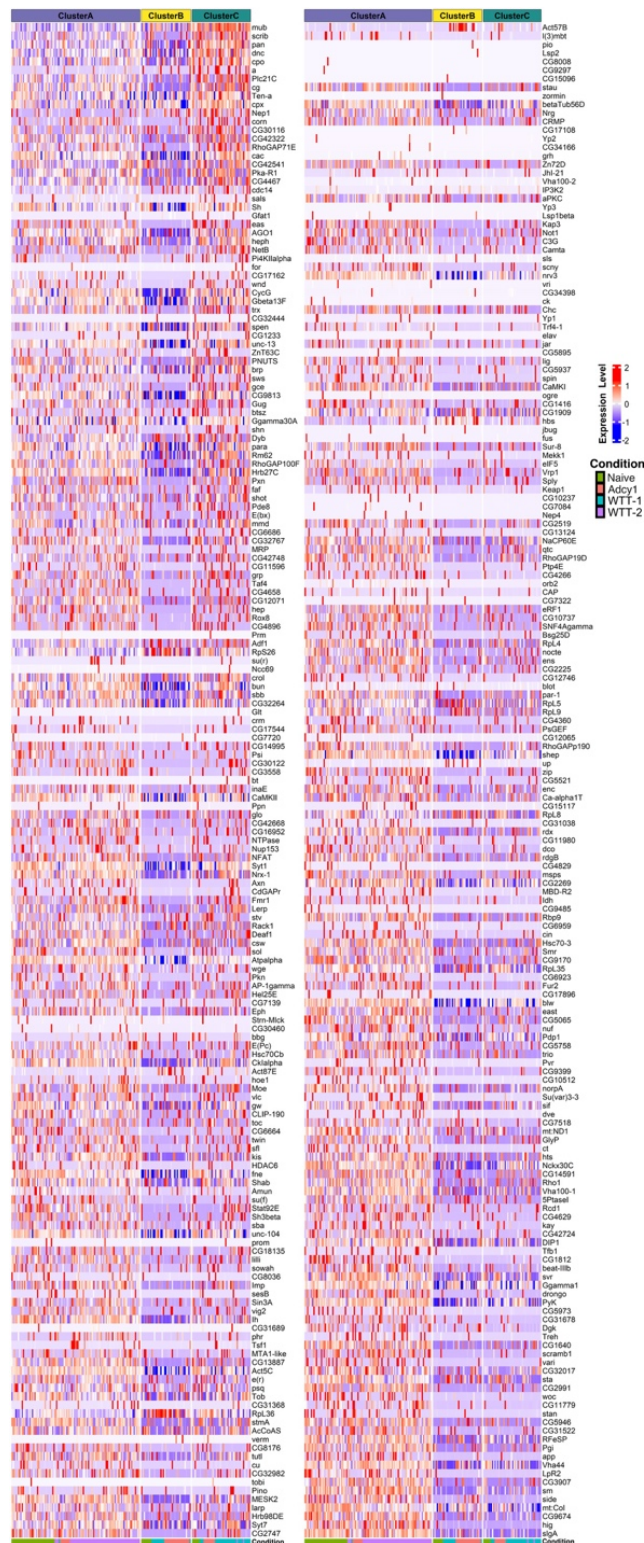

**Figure S13 - Comparison of scRNAseq data with dataset from Winbush et al.** Heatmaps of candidate up-regulated genes (N=480) of whole heads after courtship conditioning (from Winbush et al., 2012). Genes are ordered by their expression levels in cluster C

# Supplementary material for: A memory transcriptome time course reveals essential long-term memory transcription factors
**Source:** Nat Commun. 2025 Oct 29;16:9320. doi: 10.1038/s41467-025-64379-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Differentially expressed genes in whole head (naive vs trained)

**Supplementary Data 2:** Differentially expressed genes in mushroom body (naive vs trained)

**Supplementary Data 3:** GO enrichment for training induced genes

**Supplementary Data 4:** Overlap of courtship memory transcriptome datasets using MB INTACT (1 hour after the end of training)

**Supplementary Data 5:** GO enrichment of scRNAseq clusters 1-5 and normalized counts

**Supplementary Data 6:** Mushroom body enriched genes (mushroom body vs whole head)

**Supplementary Data 7:** GO enrichment of scRNAseq clusters ABC

**Supplementary Data 8:** List of selected candidate genes for courtship conditioning LTM screen

**Supplementary Data 9:** Crosses and genotypes

**Supplementary Data 10:** MB-specific ATAC-seq peak list

**Supplementary Data 11:** Training induced genes and top expressed genes in cluster ABC bound by Hr38, sr, and CREBB

**Supplementary Data 12:** Overlap of training induced genes with datasets using different tissues and memory paradigms

# Supplementary material for: A memory transcriptome time course reveals essential long-term memory transcription factors
**Source:** Nat Commun. 2025 Oct 29;16:9320. doi: 10.1038/s41467-025-64379-x
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For bulk RNAseq and ATAC-seq: first, raw reads were lightly trimmed, and adaptors clipped using Trimmomatic (v0.39). The read quality was assessed using FastQC (v0.11.9) and trimmed reads were aligned to the Drosophila melanogaster genome (Ensembl release 103, dm6) using STAR (v2.7.5a) and bowtie2 (v2.4.1) for RNAseq and ATAC-seq data, respectively. For RNAseq, uniquely aligned reads with a maximum of four mismatches were counted to genes using featureCounts. For ATACseq data, reads aligning to multiple loci, the mitochondrial genome, and scaffolds were filtered using samtools view (v1.11); peaks were called using MACS2 software (v2.1.2); consensus peaks were annotated using the R Package ChIPseeker (v1.26.2); DiffBind (v3.0.15) was used to determine the fraction of reads in peaks calculated (FRiP). For scRNAseq: FASTQ reads were quality checked using FastQC1 (v0.11.9) software and aligned against the Drosophila melanogaster reference genome release 6 (Ensembl release 103, dm6) with STAR (v2.7.9) aligner. Htseq-count (v0.11.2) was then used to count the reads mapping each annotated feature                                               |
| Data analysis   | For bulk RNAseq: differential expression analysis was done using DESeq2 (v1.30.1)74 in Rstudio (v4.0.3). Gene annotation, gene ontology (GO) and statistical comparison between groups of genes were performed using the R package BinfTools ( <a href="https://github.com/kevincjnixon/BinfTools">https://github.com/kevincjnixon/BinfTools</a> ). Data was further visualized using the R packages ggplot2 (v3.4.2) and pheatmap (v1.0.12). Venn diagrams were created using BioVenn.<br>For ATACseq: For visualization of ATAC data, promoter and genomic regions were extracted using the R annotation package TxDb.Dmelanogaster.UCSC.dm6.ensGene (v3.12.0) in combination with GenomicRanges (v1.42.0)<br>For ChIP-seq: publicly available ChIP-seq data was obtained from the ENCODE project repository. ChIP-seq peaks for Hr38, Sr, and CrebB, were generated using optimal IDR thresholding by ENCODE. These peaks were annotated to the nearest gene using ChIPseeker (v1.26.2). Genome browser tracks were generated with pyGenomeTracks.<br>For scRNAseq: The obtained gene expression matrix was used as input to perform downstream analyses in Seurat v4.03. Differential marker |

gene lists were represented through heatmap plots using ComplexHeatmap R package. Differentially expressed genes from each single cell cluster were analyzed for GO and KEGG term enrichment using the R package ClusterProfiler

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed RNA-seq and ATAC-seq data are submitted to the GEO database under accession numbers GSE282414 and GSE274348. All raw single cell RNAseq data were uploaded to European Nucleotide Archive (ENA) under the Accession number PRJEB49180.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The initial sample size for each condition in Courtship Conditioning experiments (Fig 3C, 3E, 7C, 7E, Fig S8) was at least 15 flies. For bulk RNAseq experiments, 40 to 50 fly heads were pooled per replicate, with two separate pools as biological replicates, as described previously (Jones et al, G3 2018). For scRNAseq experiments, 40 to 50 dissected brains were dissociated per condition. The size of CAMEL-GFP sample (Fig 4B) was at least 11 hemispheres per condition. The number of stained MB per condition (Fig S9) was 10-19 (two replicates). The RT-PCR (fig 8C-D) was performed used 20 flies per replicate

### Data exclusions

In Courtship Conditioning experiments, the replicate was discarded when the correspondant control sample did not render significant differences between trained and naive flies. We did not rule out any data from CAMEL-GFP experiment.

|               |                                                                                                                                                                                                                                                                                                                                |
|---------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | For Courtship Conditioning experiments, each condition was repeated between 2-4 times. Given the similarity of collected data, we combined all the non-excluded replicates for the statistical analysis. Two biological replicates were obtained from the CAMEL-GFP experiment. For the RT-PCR, the number of replicates is 3. |
| Randomization | All flies from the same genotype were collected together and randomly selected to be trained or kept as a naive control                                                                                                                                                                                                        |
| Blinding      | To avoid bias, in the Courtship Conditioning experiment the analysis for each condition was performed blindly, using a two letter-number code. Naive/trained condition was known by the researcher.                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | rabbit anti-GFP (1/200; Invitrogen ref. A11122), mouse anti-Fasciclin II (1/25; DSHB AB_528235), anti-Trio (1/25; DSHB AB_528494), anti-GFP (1/300; Invitrogen G10362), anti-Dac (1/50; DSHB mAbdac1-1), Alexia 488 and 568 (1/500 or 1/300, respectively; Life Technologies). |
| Validation      | By confocal microscopy, with the same expression pattern as previously described. Also, other labs have validated all used antibodies                                                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Drosophila melanogaster                                                                                                                                                                                                          |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                           |
| Reporting on sex        | Findings only applied to one sex, given that the learning assay employed (Courtship conditioning) uses courtship, a behavior that is exclusive of males. We assigned sex by the abdomen morphology and behavior during courtship |
| Field-collected samples | The study did not involve samples collected in the field                                                                                                                                                                         |
| Ethics oversight        | No ethical approval or guidance was required for Drosophila melanogaster                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                   |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | 40 to 50 brain were dissected removing optical lobes and trachea, dissociated following Davie et al (Cell, 2018) and sorted straight into a 96-well plate with the lysis buffer to carry out single cell genomics |
| Instrument                | Influx cell sorter (Becton Dickinson) equipped with a 355nm and 488nm laser lines                                                                                                                                 |
| Software                  | BD FACSTM Software v1.0                                                                                                                                                                                           |
| Cell population abundance | We selected GFP positive cells: for naive samples, 0.12%; for trained 0.24%; for rut-trained, 0.08%                                                                                                               |
| Gating strategy           | We exclude aggregates using pulse processing and dead cells using DAPI as a viability dye. The gating strategy is shown in fig S1                                                                                 |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

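INTACT-RNAseq of MB nuclei from 15 libraries was analysed: 4 of trained controls, 4 of naïve controls, 4 of trained trx-KD flies and 3 of naïve trx-KD flies. The labels give a genotype, a treatment and a replicate number for each library and no time after training. The libraries are taken to be those of the earlier study listed as Raun et al. in Supplementary Data 4, which the paper's text does not tie to a deposited series. The recovery of that list, given with the results, is the check of this identity.

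The authors deposited 1 table per library with whole-number read counts per gene, identified by FlyBase gene ID, without normalization. How the reads were aligned and counted, and on which genome build, is not stated for these tables; the paper's methods describe this for its own time course only. Each table lists 17560 features, of which 17253 have a gene symbol in the reference names and coordinates in the BDGP6.54 annotation, and 1 is the transgenic nuclear tag. The tag was left out of the totals. Coordinates are those of BDGP6.54, matched by gene ID, and not those of the files. The libraries held 14154045 to 45976562 counts on genes, with a median of 24250938. The tag took 0.437% to 0.681% of all counts. Counts limit the precision of low genes, and the fits take this counting error into account.

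Replicate libraries of one group were compared in 21 pairs. Pearson's r of log2 CPM across genes lay between 0.976 and 0.993, and the chi-square per degree of freedom of the counts was at least 7.65, so no pair is a repeat of one library. The targeted gene, trx (FBgn0003862), was checked in every library: its CPM was 562 to 609 in the 8 control libraries and 499 to 550 in the 7 trx-KD libraries, so every trx-KD library lay below every control library. The log2 fold change of trx was -0.11 in naïve flies (adjusted p = 0.30 by edgeR's quasi-likelihood test) and -0.15 in trained flies (adjusted p = 0.0739), so only the second passed the threshold.

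Analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, counts were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test on the libraries of the groups compared. P values were adjusted by the Benjamini-Hochberg method and called under 0.1, and also counted under 0.05. The interaction between training and genotype was fitted on all 15 libraries. Log2 CPM values used a prior count of 2. Gene lists were tested with limma's camera test with a preset correlation of 0.01 between genes, and with fry and an estimated correlation as alternatives, against a threshold of 0.05. Mean z-scores per library were compared by exact permutation over 70 labellings of 4 against 4 libraries or 35 of 4 against 3. Overlaps used a one-sided Fisher's exact test against the genes tested. Ribosomal protein genes were found by symbol, because no GO annotation was at hand.

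The lists of 292, 154, 296 and 68 genes come from Supplementary Data 4, and 288, 154, 296 and 68 of them matched a gene in the files by symbol, older symbol or synonym. Activity-regulated genes, clock genes and marker genes were listed before the data were examined. A list of antennal genes was written after their values were seen, as described with its result. Genes are named in the text if they are trx, INTACT-RNAseq candidates of Fig. 7A, genes of Fig. S2, in all 3 lists of Supplementary Data 4, core TIGs outside the list for this dataset, or in the lists of activity-regulated, clock or marker genes, or if they are among the 5 largest increases or decreases of a fit with an adjusted p under 0.1, a mean log2 CPM of at least 3 and no overlap between groups. Alternatives set before the data were examined were DESeq2, upper-quartile and library-size scaling, no filter, a filter of 150 normalized counts in 50 of 76 of the libraries, protein-coding nuclear genes only, all 15 libraries in one fit, a block for the replicate number, an adjusted p under 0.05 and leaving out each library.

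The fits were tested on simulated counts in which 200 genes changed, by log2 fold changes of 0.5 to 2 in size. Of these, 172 were recovered in the fit of the control libraries, with false calls making up 11.8% of calls, and 163 in the fit of the trx-KD libraries, with 8.43%. In the interaction fit, 131 of 196 changed genes that passed the filter were recovered, with 11.5% false calls. Smaller changes were not simulated, so the recovery of changes such as the published list's median of 0.27 in trained controls is not known. Camera gave a p under 0.05 for 3 of 200 unchanged lists. Genes varied independently in these simulated counts, so this rate does not carry over to real libraries, where genes vary together. In a regrouping of the real control libraries that mixed trained with naïve, camera gave 9.86e-19 for all genes of the other earlier study.

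The time course, the single-cell data, the ATAC data and the behavior assays of the paper are not analysed here.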

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

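The tests of the mitochondrial share in the interaction, of the yolk protein genes and of matched lists for the ribosomal protein genes in the interaction were chosen after the result was seen, as were the counts of splits for the time-course-only genes in trx-KD flies and in the interaction and for the ribosomal protein genes in trx-KD flies, the interaction counts for the published list of this dataset and the mitochondrial transcripts, the permutations of residuals, and the tests of whole lists drawn up without these libraries.

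The trx-KD libraries, on which the paper does not report, showed the core TIGs higher after training. All 68 had a higher estimate in trained than in naïve trx-KD flies, with a median log2 fold change of 0.29, and 19 passed an adjusted p under 0.1 by edgeR's quasi-likelihood test. Only 1 of the 35 splits of the 7 libraries, the real one, gave a camera p as small as 6.12e-35. These libraries share none with the controls, and the 54 core TIGs chosen on the controls were not chosen on them. In the same comparison, all 12 MB markers were higher (median log2 fold change 0.18) and all 6 non-MB markers were lower (median -0.36). A larger share of MB nuclei in the trained trx-KD libraries could raise genes expressed in the MB, and no test here adjusts for it. Of the 14 core TIGs outside the published list for this dataset, all 14 had a higher estimate, with a median log2 fold change of 0.23 (camera gave 2.93e-06, again only in the real split, 1 of 35, fry gave 0.00461 and an estimated correlation 0.0434); their mean z-score was higher in all 4 trained than in all 3 naïve libraries, but 2 of the 35 labellings gave a difference as large (exact permutation test, p = 0.0571). In trained controls 8 of these 14 were higher, and 17 of the 35 splits of the control libraries gave a camera p as small, but this carries no information, because genes called on these libraries were left out of the 14. Of the 27 core TIGs shared by the time course and the other earlier study, a choice that did not use these libraries, 21 were higher in trained controls and all 27 in trained trx-KD flies. In the controls, only the real split (1 of 35) gave a camera p as small as 1.51e-08 for the 27, and an estimated correlation gave 0.106. Matched by gene ID, 3 more genes are in both lists under different symbols, and with them 23 of 30 were higher and 2 of 35 splits gave a camera p as small (1.60e-07), so chance regrouping is not firmly excluded in the controls. For the 68 core TIGs in the controls, the count of 1 of 35 splits carries no information, because 54 of the genes were chosen on the real split of these libraries. For the interaction of the 68 genes with genotype camera gave 0.55. The 99 of 100 relabellings of treatment within genotype with a value as small carry no information, because relabelling turns the response shared by the genotypes into an interaction. Permuting the residuals of the fit without interaction keeps that response and gave a value as small in 72 of 100 permutations. Since 54 of the genes were chosen for higher expression in trained controls, a stronger response in trx-KD flies cannot be told apart from none. Nuclear trx reads stayed at 499 CPM or more in the trx-KD libraries. RNA outside the nuclei was not measured, and reads of the knockdown construct itself could be counted on trx. The depth of the knockdown is therefore not known here, and a stronger reduction stays untested.

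In the trx-KD libraries, 50 of 9370 genes differed between trained and naïve flies at an adjusted p under 0.1, and 3 of the 35 splits gave as many. The other 2 splits place trained replicate 1 or 2 with the naïve libraries and gave 60 and 117 genes, so the number of genes is not above what regrouping gives. Of the 32 higher genes, 31 were also higher in trained controls, and of the 18 lower genes, 17 were lower there, in libraries not used in the other fit. The number ran from 4, without naïve trx-KD replicate 2, to 160, without trained trx-KD replicate 2.

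Comparing genotypes, 1333 genes differed in naïve flies and 1284 in trained flies. In naïve flies 2 of the 35 splits gave as many: the other one places naïve control replicate 4 with the trx-KD libraries and gave 1354, and without that replicate 2558 genes differed. The lowest number was 330, without naïve trx-KD replicate 2. In trained flies the real split was the only one of 35 (1 of 35), and the number ran from 495, without trained control replicate 4, to 1808, without trained trx-KD replicate 1. Of the genes tested in both fits, 399 were called in both, where 185 would be by chance, and 397 of these had the same direction. A chromosome segment that differs between the strains would gather such genes in one place. The highest number in any window of 1000000 bases was 10, on chromosome 4, where all 10 were higher in trx-KD flies. Of 10000 random draws, 4923 had a window as high, so the highest raw count is not above what draws give. The draws compare raw counts, which windows with many tested genes can set. The chromosome 4 window held 68 tested genes, where 390 of all 8977 placed genes were called in both fits. The test therefore cannot decide for that window, and a segment there is not excluded. The genotypes also differed in the mean share of mitochondrial transcripts. It was 0.934% of counts in trained controls and 0.411% in trained trx-KD flies, and 0.706% and 0.567% in the naïve groups. A difference between the strains, in the chromosome 4 window or elsewhere, an effect of trx knockdown and a difference in RNA carried over with the nuclei stay open. No test here separates them.

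In trained controls, 310 genes had lower expression than in naïve controls, which the paper does not discuss. The total of 405 differing genes was 711 without naïve control replicate 4. No other split of the 8 control libraries gave as many differing genes as the real one (1 of 35). Of the 310, 222 were also lower in trained trx-KD flies. The cytosolic ribosomal protein genes fell in trained controls, with 63 of 76 lower and a median log2 fold change of -0.15, and the evidence against chance regrouping is mixed. Of the 35 splits, 2 gave a camera p as small. Their mean z-score was lower in all 4 trained than in all 4 naïve controls (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), fry gave 0.00621 and an estimated correlation 0.0173, and camera stayed under 0.05 on leaving out any of the 8 libraries. Less cytoplasmic RNA carried over with the nuclei would lower mitochondrial transcripts too. Their median rose by 0.26, with 10 of 16 higher, and was 0.06 without naïve control replicate 4, so such a fall is not seen. Gene length and expression level may account for the fall of the ribosomal protein genes. Random lists matched on both had medians with a central 95% from -0.21 to -0.13. The 61 ribosomal protein genes with matches had a median of -0.13, at percentile 97.5 of the lists, just outside that range on the side of the smaller fall. The test was planned to count any median outside the range against this explanation. That lists which fell as much or more leave it open was decided after the value was seen, and the planned reading would have counted against it.

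Of 23 gene lists tested for the interaction, many of which share genes, 15 had a camera p under 0.05, with 12 shifted upward in trx-KD flies relative to controls and 3 downward. With fry and with an estimated correlation, 3 were under 0.05: the ribosomal protein genes, upward, and the published list of this dataset and the part of it in no other list, both downward. For 4 of the lists shifted upward, the camera p of the interaction was 0.00303 for the 14 core TIGs outside the published list, 0.00479 for time-course-only genes, 7.72e-10 for genes only in the other earlier study and 3.34e-09 for ribosomal protein genes. With treatments relabelled within genotype, 20, 28, 25 and 1 of 100 relabellings gave values as small, but for lists that respond to training in either genotype such counts can be too high. Permuting residuals, which leaves the shared responses in place, gave values as small in 15, 20, 33 and 5 of 100 permutations. For the first 3 lists differences between replicates are therefore enough, and fry gave 0.102, 0.342 and 0.257 for them. The first 3 lists also leave out genes called on the control libraries, which by itself lowers their estimates there and raises the interaction. With such genes kept, camera gave 3.51e-04 for the 27 core TIGs shared by the time course and the other earlier study, 0.00481 for all time-course TIGs and 4.74e-09 for all genes of that study, and fry gave 0.154, 0.295 and 0.269. For the ribosomal protein genes the first count is under the 5% limit and the second is on it, so differences between replicates are not excluded. Without naïve control replicate 4, the only library left out in this test, the permutations gave values as small in 24, 2, 42 and 4 of 100, so for time-course-only and ribosomal protein genes that library changes the reading. No single gene passed an adjusted p under 0.1 for the interaction, so that 100 of 100 relabellings gave at least as many follows from the count of 0, and 1055 genes had an unadjusted p under 0.05. For the ribosomal protein genes, gene length and expression level may account for the difference: matched lists had medians up to 0.27, and the 61 genes with matches had 0.18, inside the range of the lists.

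The 3 lists shifted downward in the interaction were the published list of this dataset, with 113 lower and 41 higher genes (camera gave 8.52e-08 and fry 3.15e-04), the 100 genes of it in no other list, with 84 lower (camera gave 1.52e-12 and fry 8.65e-05), and the mitochondrial transcripts, with 14 of 16 lower (camera gave 1.32e-04 and fry 0.0687). The published genes were chosen for being higher in trained than in naïve controls on these control libraries, which by itself raises their estimate there above that in trx-KD flies. Of the 100 genes, 79 were higher in trained trx-KD flies, with a median log2 fold change of 0.12 against 0.24 in controls. With treatments relabelled within genotype, 48 and 25 of 100 relabellings gave camera p values as small for the published list and for the 100 genes, and 1 of 100 permutations of residuals did for each, but neither these counts nor the set tests can decide for genes chosen this way, so an effect of the choice cannot be told apart from a weaker response in trx-KD flies. For the mitochondrial transcripts, 9 of 100 relabellings and 18 of 100 permutations of residuals gave a value as small, so differences between replicates are not excluded.

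For the genes only in the other earlier study, 200 of 260 had a positive interaction, and in trx-KD flies alone 3 of the 35 splits, the real one included, gave a camera p as small as the real one. Gene length and expression level are argued against, since the central 95% of matched lists reached up to 0.0061 and the list's median was 0.10. One library, naïve control replicate 4, carries much of it: without that library 65% of the genes were positive (169 of 260) and the median fell from 0.10 to 0.05, and leaving out any other library gave 73.8% to 82.3% and medians of 0.09 to 0.14. Without it, 42 of 100 permutations of residuals gave a camera p as small, so what remains is not beyond differences between replicates. The share of mitochondrial transcripts may account for it. With that share in the model the camera p was 0.234 and the median fell to -0.02, so a difference in how much RNA from outside the nucleus was carried over cannot be excluded. In trained controls, 33 of 35 splits gave a camera p as small for this list and 32 of 35 for time-course-only genes, but these counts carry no information, because genes called on these libraries were left out of both lists. With such genes kept, 26 of 35 splits gave a camera p as small for all genes of that study and 1 of 35, the real one, for all time-course TIGs. The whole list of that study had the same median interaction of 0.10, so leaving genes out accounts for little of it. In trx-KD flies, 2 of 35 splits gave a camera p as small for time-course-only genes and 16 of 35 for the ribosomal protein genes.

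Of 117 groups of 4 libraries tested, 8 had one library far from the other 3, where 5.85 would by chance. Of these, 7 were CG32204 at 706 CPM in trained trx-KD replicate 4, Hr38 at 351 CPM in trained trx-KD replicate 2, sr at 204 CPM in trained control replicate 4 and at 110 CPM in naïve control replicate 2, CG8665 at 8.57 CPM in trained control replicate 1, tobi at 49.4 CPM in trained trx-KD replicate 1 and Amy-d at 122 CPM in naïve control replicate 4. The number is near what chance gives, and no technical explanation was tested for these 7. The eighth is Yp1, a yolk protein gene, at 142 CPM in trained trx-KD replicate 4, against at most 0.532 CPM in the other trained trx-KD libraries. Yp2 was 59.6 times higher there than in any other library, and Yp3 was 8.45 times higher. Tissue from a female in this pool may be the source, since males were trained with females. This comparison was made after Yp1 was seen, and a source other than a female was not tested.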

How the results depend on the processing

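Set tests of the 14 core TIGs, of genes only in the other earlier study, of time-course-only genes and of ribosomal protein genes in trx-KD flies, and those of the last 3 lists, of the published list of this dataset, of its genes in no other list and of mitochondrial transcripts for the interaction, and of whole lists drawn up without these libraries in trained controls, were added after the data were seen, with their alternatives. The other alternatives were set before the data were examined. The overlaps with both lists passed p under 0.05 under every alternative run. The 68 core TIGs were shifted upward in trained controls and in trained trx-KD flies under every alternative of their set test, though 54 of them were chosen on the control libraries. For the changes below, the cause was not tested, except that a stricter threshold gives a smaller count by construction.

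Leaving out single libraries changed several counts. In trained against naïve controls, 230 to 711 genes differed across the 8 fits, 47 to 223 were higher and 43 to 114 of the published list were recovered, with the highest of each without naïve control replicate 4. In trx-KD flies 4 to 160 genes differed across 7 fits, with 160 without trained trx-KD replicate 2. Between genotypes, 330 to 2558 genes differed in naïve flies and 495 to 1808 in trained flies. The interaction gave 0 genes with all libraries, where 1055 had an unadjusted p under 0.05, and 0 to 189 across its 15 fits, with 189 without trained trx-KD replicate 2. Of the activity-regulated genes 3 to 9 passed, of the clock genes 1 to 3 and of the marker genes 1 to 2. The decrease of trx in trained flies ran from -0.18 to -0.12 and was past the threshold in 3 of 8 fits.

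Single libraries also moved set tests. In trained controls, the camera p ran from 0.0474 to 0.83 for the 14 core TIGs outside the published list, lowest without naïve control replicate 4. For time-course-only genes it ran from 0.096 to 0.604, with 0.604 and a reversed direction without naïve control replicate 4. For genes only in the other earlier study it ran from 1.52e-07, without naïve control replicate 4, to 0.897, and the fits without naïve control replicates 1, 2 and 3 reversed direction, with 0.728, 0.0202 and 0.897. These 3 lists leave out genes called on these libraries. For all genes of the other earlier study it ran from 2.05e-10, without naïve control replicate 4, to 0.427 with a reversed direction, without naïve control replicate 2, and was under 0.05 in 3 of 8 fits. For the 27 core TIGs shared by the time course and that study, and for all time-course TIGs, it was under 0.05 in all 8 fits. For the ribosomal protein genes in trx-KD flies it ran from 0.00309, without trained trx-KD replicate 2, to 0.555, and was under 0.05 in 3 of 7 fits.

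The choice of set test changed some calls. For the interaction of the 14 core TIGs, fry gave 0.102 and an estimated correlation 0.162. Genes only in the other earlier study gave 0.257 and 0.30 for the interaction and 0.111 with the estimated correlation in trx-KD flies. Time-course-only genes gave 0.0731 and 0.0814 in trx-KD flies and 0.342 and 0.232 for the interaction. Mitochondrial transcripts gave 0.0687 and 0.152 for the interaction. In trained controls an estimated correlation gave 0.106 for the 27 core TIGs shared by the time course and the other earlier study and 0.0838 for all time-course TIGs, where camera and fry were under 0.05, and library-size scaling moved all genes of that study past 0.05 (0.0356). The interaction of the 68 core TIGs, not past the threshold under any alternative, was reversed with fry, which gave 0.954. Restricted to the 14 genes outside the published list, the difference in mean z-score between trained and naïve controls was 0.32 in place of 1.36.

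DESeq2 gave 244 genes in place of 50 in trx-KD flies, 24 genes in place of 0 for the interaction and 2 marker genes in place of 1. In trx-KD flies, 91 genes differed with every gene with a count tested and 125 with all 15 libraries in one fit. At an adjusted p under 0.05, there were 18 genes in trx-KD flies, 703 and 721 between genotypes in naïve and trained flies, 52 recovered genes and 56 higher genes. Scaling by library size alone gave 378 higher and 1031 lower genes between genotypes in trained flies, where TMM gave 658 and 626, and in naïve flies 443 and 820 against 591 and 742. It gave 16 higher and 21 lower genes in trx-KD flies against 32 and 18. Upper-quartile scaling gave 735 higher and 618 lower genes in naïve flies. Library-size scaling moved the ribosomal protein genes of trx-KD flies past the threshold, at 0.0411.

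Equal replicate numbers did not pair the libraries: their deviations from the group means correlated between -0.12 and 0.14, over 0.1 in 1 of the 4 pairs of trained and naïve controls. With a replicate block, 246 genes differed in trained controls, 39 were higher and 36 of the published list were recovered. In trx-KD flies 11 genes differed, in naïve flies 2728 differed between genotypes, 5 activity-regulated genes passed and the camera p of the ribosomal protein genes of trx-KD flies was 0.0121.

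Among 53 genes named in a comparison, no alternative reversed a direction. Most of them were named for large changes without overlap between groups, so their choice made a reversal unlikely. DESeq2 moved 3 of them past the threshold, library-size scaling moved 2 out of it and the replicate block 10, and leaving out a library changed a call in 19. In simulated counts with log2 fold changes of 0.5 to 2 in size, 131 of 196 changed genes were recovered for the interaction. Smaller changes were not simulated.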

Differences from the paper's values

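The paper's list for this dataset in Supplementary Data 4 equals 1.66% of the 9255 genes tested here, and the 95 genes higher in trained controls here equal 1.03%. The paper's list holds 86 of these 95 genes and 68 others. Of the alternatives set before the data were examined, 116 with upper-quartile scaling, 107 with all 15 libraries in one fit, 140 with DESeq2 and 223 without naïve control replicate 4 genes lay within 1.5 times the size of the paper's list. With library-size scaling (86), every gene with a count (90), protein-coding nuclear genes (93), at least 150 normalized counts (87), the replicate block (39), an adjusted p under 0.05 (56) and each other library left out (47 to 88), the number did not.

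The enrichment of genes shared with the other earlier study was 4.94-fold here against the paper's about 8.6-fold in Fig. 3A, read by eye. Against every gene in the files as background it was 9.37-fold, within 1.5 times the paper's value, and it was 5.96-fold, 6.06-fold and 5.94-fold without trained control replicate 3, trained control replicate 4 and naïve control replicate 4. The other alternatives set before the data were examined (DESeq2, at least 150 normalized counts, the replicate block, an adjusted p under 0.05 and the other 5 libraries left out) gave 3.56-fold to 5.58-fold and did not close the gap.

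The paper selects CG32204 as a gene induced across the INTACT-RNAseq studies. Here its adjusted p was 0.113 by edgeR's quasi-likelihood test. It was under 0.1 with DESeq2 (0.0521) and without trained control replicate 3 (0.0874), naïve control replicate 3 (0.0626) or naïve control replicate 4 (0.0936). The paper also states that many genes below the threshold in some datasets trend toward induction in all of them. Of the 14 core TIGs not listed for this dataset, 8 had a higher estimate in trained controls here and 6 a lower one. Genes called on these libraries are left out of the 14, so their count cannot decide whether this differs from the paper. Of all 68 core TIGs, 62 had a higher estimate, but 54 of the 68 were chosen on these libraries.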

Other observations

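The lists of activity-regulated, clock and marker genes were set before the data were examined. The explanations examined for them, and the other tests in this part, were chosen after the result was seen. For the relation with the mitochondrial share and for the clock genes, how the outcome is read was also changed after the values were seen, as given with each.

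Naïve control replicate 4 stood apart in several measures. Mitochondrial transcripts took 0.368% of its counts, against 0.749% to 0.946% in the other naïve control libraries. Its mean z-score for genes found only in the other earlier study was 1.40, against -0.20 to -1.07 in the other naïve controls. Across all 15 libraries, after removing group means, the mean of these genes fell as the mitochondrial share rose (Pearson's r = -0.825, permutation p = 0.00602, adjusted 0.0241; Spearman's rho = -0.879, permutation p = 0.00569, adjusted 0.0228). The adjustment covers 4 relations, over all libraries, without naïve control replicate 4 and within each genotype. With the 2 libraries farthest in mitochondrial share left out, r was -0.709. Within the 7 trx-KD libraries r was -0.941 (permutation p = 0.0141, adjusted 0.0282; rho = -0.964, permutation p = 0.0141, adjusted 0.0282; r = -0.926 without the 2 farthest) and within the 8 control libraries -0.813 (permutation p = 0.218, adjusted 0.218; rho = -0.786, permutation p = 0.183, adjusted 0.183; r = -0.416 without the 2 farthest). Without naïve control replicate 4, r was -0.711 (permutation p = 0.0525, adjusted 0.07; rho = -0.604, permutation p = 0.0811, adjusted 0.108), and -0.323 without 2 more libraries, on which the relation then rests. Less RNA from outside the nucleus may raise these genes in that library. By the reading first set, a p above 0.05 without that library counted against this. The p was so near 0.05 that it was then read as undecided, so this cannot be told apart from another difference of that library with the 14 libraries that remain.

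Antennal genes differed between libraries in a way that follows neither genotype nor treatment fully. Os-C, a10 and Obp83a were among the largest decreases in trained trx-KD flies against trained controls. Obp83a was under 1 CPM in 6 libraries, which are the 4 trained trx-KD libraries, naïve control replicate 4 and naïve trx-KD replicate 3, and between 2.61 and 69.9 CPM in the other 9, with 22.8 and 35.5 CPM in naïve trx-KD replicates 1 and 2. After these 3 genes were seen, 19 names of other genes known from antennae were looked up in the same comparison, and 12 genes among them had been tested. Of the 12, 9 had a lower mean CPM in trained trx-KD flies, 7 of them at an adjusted p under 0.1 by edgeR's quasi-likelihood test, and 3 had a higher mean, none at that threshold. The 3 higher genes are Obp56d, Obp57a and Obp99a, with log2 fold changes of 0.20, 0.19 and 0.89. Among the lower ones Orco had -1.20 and Obp44a -0.27, and Obp83b and a5 were at or under 3 counts in every trained trx-KD library. A first version of the list held only 6 genes that had been seen to fall, and it was replaced by all that were looked up. Antennal RNA in the pools may differ between libraries, but genes picked with their values in view cannot decide this, and in the trained libraries it cannot be told apart from an effect of the genotype, because all 4 trained trx-KD libraries were low and all 4 trained controls were not.

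Marker genes of other cell types had lower estimates in trained controls. All 6 non-MB markers of Fig. S1B fell (median log2 fold change -0.30), of which Lsp2 was called (-2.29, adjusted p = 0.0019 by edgeR's quasi-likelihood test). Of the 12 MB markers, 11 rose (median 0.07), with 0 at an adjusted p under 0.1 and 0 at an unadjusted p under 0.05. Photoreceptor genes, of which ninaC, ninaE, ninaG and ninaB are also non-MB markers, had a median of -0.28, with all 6 tested lower. In trained trx-KD flies all 6 were lower too (median -0.33), as were all 6 non-MB markers (median -0.36, 0 at an adjusted p under 0.1 and 0 at an unadjusted p under 0.05). All 12 MB markers were higher there (median 0.18), with 0 at an adjusted p under 0.1, 9 adjusted over the list alone and 8 at an unadjusted p under 0.05. Their mean z-score differed between trained and naïve trx-KD flies (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 3 allow) and not between trained and naïve controls (exact permutation test, two-sided, p = 0.20). The set tests differed less between genotypes. In controls camera gave 0.0232, upward, and fry 0.207, and in trx-KD flies camera gave 4.10e-06, upward, and fry 0.0106. For the difference between genotypes, camera gave 0.0404 and fry 0.334. The fat body list, which also holds Lsp2, had a median of -0.02 over 4 genes tested, and its genes to, fit and Yp2 were at -0.01, -0.03 and 1.11. Yp2, at no more than 1.88 CPM in any control library, had an adjusted p of 0.307 and passed adjusted over the list alone. The fat body genes thus moved apart, which a common change in share does not give, but Yp2 was this low and Lsp2 is the pattern's top gene, so they do not exclude it. A smaller share of nuclei of other cell types may be involved. The glia list, with a median of -0.19 over 3 genes that go both ways, does not decide it, so this cannot be told apart from a response to training.

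Of the 8 clock genes, 2 passed an adjusted p under 0.1 by edgeR's quasi-likelihood test in trained controls, Clk with a log2 fold change of -0.47 and cwo with -0.29. The number was 1 without trained control replicate 4, naïve control replicate 1 or naïve control replicate 2. Collection at another time of day could raise per, tim, vri and Pdp1 and lower Clk and cry. In trained controls all 6 estimates had these signs, and 3 of the 6 were past 2 standard errors. No direction was set for cwo, which passed the threshold, or for cyc, so the count leaves them out. Both per and tim are also listed as time-course TIGs at 1hAT, in a comparison with time-of-day matched flies. Their rise alone therefore does not mark a shift in time. Pdp1 was at 0.00 (standard error 0.06). In trx-KD flies 4 of the 6 had these signs and 2 were past 2 standard errors. By the reading first set, Pdp1 alone counted against this explanation. The count over the 6 genes replaced it after the values were seen, so it is given here as undecided. The labels give no collection time, so collection at another time of day and a response to training cannot be told apart.

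Of the 17 activity-regulated genes of Fig. S10 found in the files, 14 had a higher estimate in trained controls and 8, all higher, passed an adjusted p under 0.1 by edgeR's quasi-likelihood test. Adjusted over the list alone, 11 passed, 10 higher and 1 lower (CG13868, log2 fold change -0.13). Without trained control replicate 4, 3 passed over all genes.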
